# Diverse but unique astrocytic phenotypes during embryonic stem cell differentiation, culturing and development

**DOI:** 10.1038/s42003-023-04410-3

**Published:** 2023-01-13

**Authors:** Kiara Freitag, Pascale Eede, Andranik Ivanov, Nele Sterczyk, Shirin Schneeberger, Tatiana Borodina, Sascha Sauer, Dieter Beule, Frank L. Heppner

**Keywords:** Astrocyte, Glial stem cells

## Abstract

Astrocytes are resident glial cells of the central nervous system (CNS) that play complex and heterogeneous roles in brain development, homeostasis and disease. Since their vast involvement in health and disease is becoming increasingly recognized, suitable and reliable tools for studying these cells in vivo and in vitro are of utmost importance. One of the key challenges hereby is to adequately mimic their context-dependent in vivo phenotypes and functions in vitro. To better understand the spectrum of astrocytic variations in defined settings we performed a side-by-side-comparison of murine embryonic stem cell (ESC)-derived astrocytes as well as primary neonatal and adult astrocytes, revealing major differences on a functional and transcriptomic level, specifically on proliferation, migration, calcium signaling and cilium activity. Our results highlight the need to carefully consider the choice of astrocyte origin and phenotype with respect to age, isolation and culture protocols based on the respective biological question.

## Abstract (web summary)

Functional and transcriptomic comparison of primary neonatal, adult and ESC-derived astrocytes reveals major variations, highlighting the importance for an informed choice of astrocyte origin for research questions.

## Introduction

Astrocytes are central nervous system (CNS)-resident glial cells that have long been considered passive supporting cells, yet they have caught major attention due to their involvement in many neurological diseases. Astrocytes form vast intercellular networks within the brain that influence homeostatic cell metabolism and function^1,2^. As a main constituent of the neurovascular junction, astrocytes ensure the energy supply to the brain^3–5^ whilst also controlling neuronal health by recycling neurotransmitters and by promoting the formation of neural networks^6^. Thus, due to their crucial role in brain homeostasis, dysfunction of astrocytes has a substantial impact on brain disorders, in particular upon neurodegenerative and neuroinflammatory diseases^7^.

With an increasing requirement to properly assess astrocytes, the need for efficient isolation and culturing protocols keeping astrocytes close to their in vivo profile rises. Many methods to isolate and study murine astrocytes have been established, yet such approaches need to be carefully selected based on the underlying scientific question^8^. In vitro approaches using primary astrocytes provide a useful platform to dissect specific astrocytic functions and molecular mechanisms, however, maintaining an in vivo-like phenotype has been a major challenge. It is widely known that the classic astrocyte isolation technique using postnatal rodent brains based on McCarthy & DeVellis^9^ induces a reactive astrocytic phenotype^10^, thus changing the presumed in vivo profile of astrocytes. Similarly, astrocytic developmental stages, along with their functional and transcriptomic differences, are often not taken into account or compared between isolation techniques. Consequently, many studies assessing astrocyte functions only rely on cultures from neonatal astrocytes, thus neglecting the major functional changes that occur context-dependently during development and aging^11–13^.

To generate a baseline reference of transcriptomic and functional changes of various astrocyte culture settings and origins, we compared magnetic-activated cell sorted (MACS) ACSA-2-positive murine astrocytes^14,15^ isolated from (1) neonatal and from (2) adult wild-type mice to (3) astrocytes generated from mouse embryonic stem cells (ESC) (AGES)^16^. So far, thorough side-by-side comparisons of ESC- or induced pluripotent stem cell (iPSC)-derived astrocytes to their primary adult and neonatal counterparts taking phenotypic, functional, and transcriptomic characteristics into account, are to our knowledge lacking. Additionally, we investigated how cellular properties of neonatal and adult astrocytes change upon culturing in order to highlight which in vivo functions are specifically altered in an in vitro setting. Analysis of astrocyte markers, transcriptomic profiles, and functional properties revealed major differences between the various astrocyte populations. Whilst functions related to trophic support, such as synaptic vesicle transport and dendritic spine development, were lost upon culturing of primary astrocytes, key age-specific differences in extracellular matrix regulation were retained. AGES displayed distinctive transcriptomic and functional signatures resembling astrocytic characteristics that did not fully align with primary astrocyte profiles and most likely represent an intermediate state between primary cells and neural stem cells (NSCs). These data highlight the importance of carefully aligning experimental requirements to the underlying biological question when assessing astrocytic properties in vitro and ex vivo.

## Results and discussion

### Distinct astrocytic marker profiles between AGES, cultured, and directly isolated primary astrocytes

Given their vital functions in health and disease, it is essential to have valid and robust astrocyte in vitro models allowing to assess their particular contributions in physiological as well as CNS disease settings. Therefore, we compared the marker profiles of three widely used astrocytic cell types, namely of cultured and freshly isolated neonatal and adult astrocytes as well as AGES. Whole hemisphere neonatal astrocytes were isolated from 4- to 8-day-old C57BL/6 J wild-type mice by MACS using the neural tissue dissociation kit (NTDK) and anti-ACSA-2 magnetic microbeads (Fig. 1a). For adult astrocyte populations, cells were isolated from 100–140-day-old C57BL/6 J mice also using MACS, with the only change that the adult brain dissociation kit (ABDK) including debris and red blood cell removal steps was used (Fig. 1b). Cultured cells were used for downstream analyses after 7–10 days in vitro. For evaluating how efficiently AGES may replace primary astrocytes for the purpose of in vitro studies, murine ESCs (mESC) were differentiated into NSCs. After reaching purity (Supplementary Fig. 3a), NSCs were terminally differentiated into AGES within 3 to 5 days by adding bone morphogenetic protein 4 (BMP4)^16^ (Fig. 1c). Fluorescence-activated cell sorting (FACS) for the astrocyte-specific cell surface marker ACSA-2 indicated that directly isolated astrocytes showed the highest level of ACSA-2-positive cells (97–98.7%), which was slightly reduced upon culturing and in AGES (Supplementary Figs. 1a, b,  2a–e). As ACSA-2 is also expressed by a few non-astrocytic cell types, such as glial progenitor cells, neural stem cells, and radial glia^15,17^, we extended our characterization by assessing a wide range of established astrocyte markers.

**Fig. 1:**
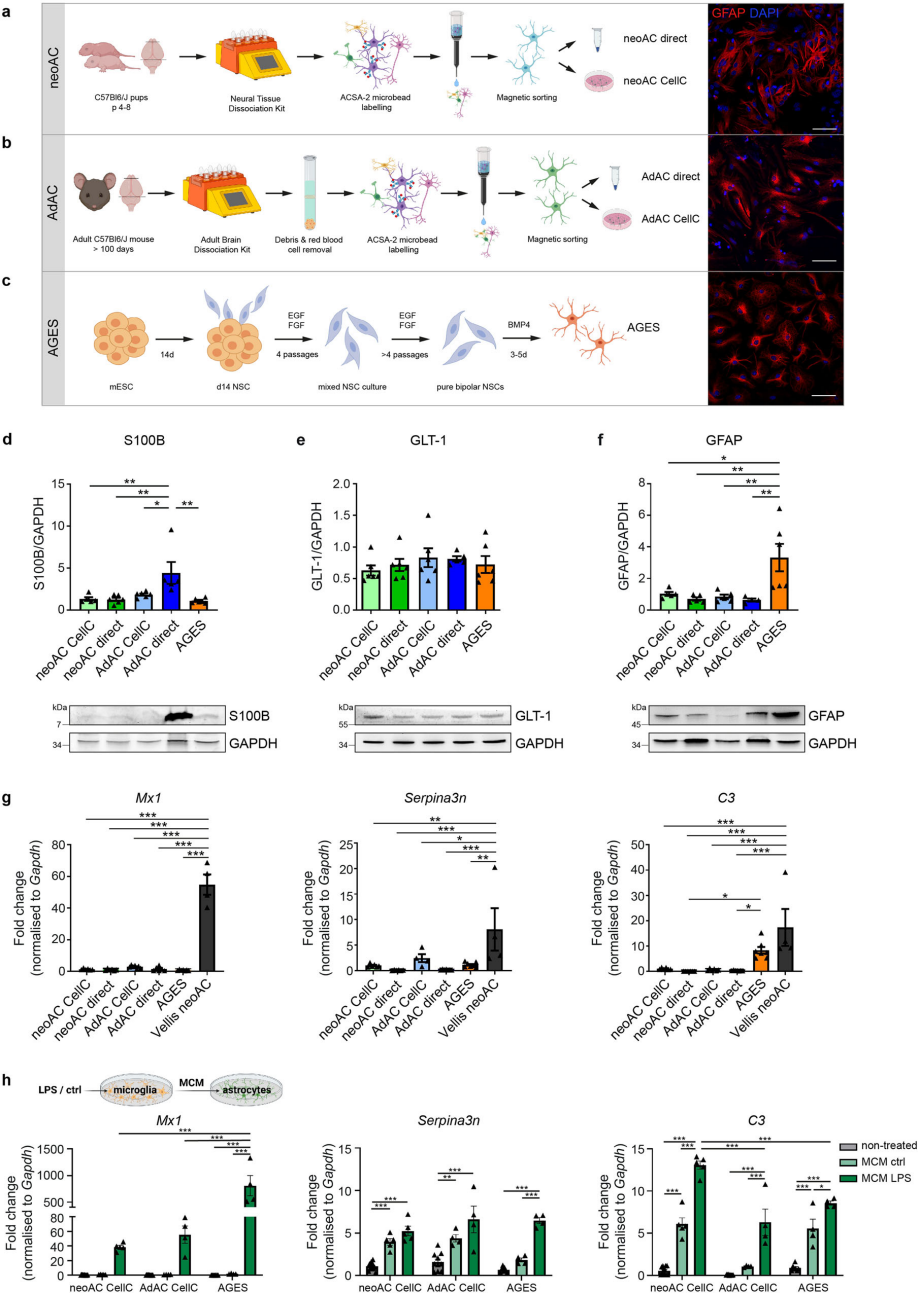
Distinct astrocyte marker profiles between AGES, cultured, and directly isolated primary astrocytes. **a** Neonatal astrocytes (neoAC) were isolated from 4- to 8-day-old C57BL/6 J mice by magnetic-activated cell sorting (MACS) using the neural tissue dissociation kit (NTDK) and anti-ACSA-2 magnetic microbeads. Cells were either snap-frozen (neoAC direct) or cultured (neoAC CellC). **b** Adult astrocytes (AdAC) were isolated from 100–140-day-old C57BL/6 J mice by MACS using the adult brain dissociation kit (ABDK), including a debris removal and red blood cell removal step followed by ACSA-2 microbead labeling. Cells were either snap-frozen (AdAC direct) or cultured (AdAC CellC). **c** Astrocytes generated from embryonic stem cells (AGES) were differentiated from mouse embryonic stem cells (mESCs) by creating neural stem cells (NSCs). For receiving pure bipolar NSC cultures, NSCs were cultured for at least eight passages in a medium containing the growth factors EGF and FGF. Differentiation into AGES was induced by adding bone morphogenetic protein 4 (BMP4) for 3 to 5 days. Fluorescent immunocytochemistry was performed for glial fibrillary acidic protein (GFAP). Images were taken by confocal microscopy. Scale bar = 50 µm. **d**–**f** Western blot analysis of all cell types was performed for the astrocyte marker proteins S100B (**d**), GLT-1 (**e**), and GFAP (**f**). Values were normalized to GAPDH and neoAC CellC. **g** Gene expression of the astrocyte (re)activity markers *Mx1* (***P < 0.001), *Serpina3n* (*P = 0.0102; **P = 0.0024; ***P < 0.001), and *C3* (AGES vs. neoAC direct *P = 0.0470; AGES vs. AdAC direct *P = 0.0452; ***P < 0.001) was determined by quantitative real-time PCR. neoAC CellC (*n* = 5), neoAC direct (*n* = 6), AdAC CellC (*n* = 7), AdAC direct (*n* = 6), AGES (*n* = 7), Vellis neoAC (*n* = 4). **h** Microglia were treated with LPS (1 µg/ml) for 24 h or remained non-treated. The microglia-conditioned medium with LPS (MCM LPS) or without LPS (MCM ctrl) was added to the respective astrocyte cultures for 24 h. Gene expression of *Mx1* (***P < 0.001), *Serpina3n* (**P = 0.0038; ***P < 0.001) and *C3* (*P = 0.0204; ***P < 0.001) was determined by quantitative real-time PCR. All expression values were normalized to the internal control *Gapdh* and the fold change compared to neoAC CellC was displayed; neoAC CellC non-treated (*n* = 11), neoAC MCM ctrl/ LPS (*n* = 5), AdAC CellC non-treated (*n* = 10), AdAC CellC MCM ctrl/ LPS (*n* = 4), AGES non-treated (*n* = 7), AGES MCM ctrl/LPS (*n* = 4). Mean ± SEM, ANOVA with Tukey’s post hoc test.

Western blot and RT-qPCR revealed that directly isolated adult astrocytes expressed higher levels of the astrocytic calcium binding protein S100B (Fig. 1d and Supplementary Fig. 1d), while a stable protein expression of GLT-1 was found across cell types (Fig. 1e). Gene expression analysis of *Aldh1l1* and *Slc1a3* (*Glast*) revealed further differences between cultured and directly isolated adult and neonatal astrocytes as well as AGES (Supplementary Fig. 1e, f). Despite showing fewer ACSA-2-positive cells, fluorescent staining revealed that AGES have a 98% purity of GFAP-positive cells, showing a high differentiation efficiency. Cultured neonatal and adult astrocytes contained around 79% and 74% GFAP-positive cells (Supplementary Fig. 1c), yet GFAP-negative astrocyte subsets exist in both the neonatal and adult brain^18^. Western blot (Fig. 1f) and RT-qPCR analysis (Supplementary Fig. 1g) further confirmed differences in GFAP expression between AGES and primary astrocytes. All in all, the astrocyte marker profile of neonatal and adult astrocyte cultures mimic previously described maturation-dependent gene expression patterns such as an increase in *S100b* and a decline in *Gfap*, *Glast*, and *Aldh1l1* expression^11,19,20^, whilst AGES do not fully reflect the marker profile of primary neonatal or adult astrocytes.

We next determined the level of contaminating microglia, neurons, and oligodendrocytes in our cultures. Microglia and neurons were not found within our cell isolations (Supplementary Fig. 1h–j and Supplementary Fig. 2a–e), whilst, in line with recent studies^14,21^, 1–5% O4-stained oligodendrocytes were found in the primary astrocyte cultures with no O4-positive oligodendrocyte contaminations in the AGES culture (Supplementary Fig. 1l). Accordingly, directly isolated adult astrocytes showed the largest *Mbp* expression by RT-qPCR (Supplementary Fig. 1k), indicating that adult astrocyte isolations contained a slightly higher, however still low, oligodendrocyte contamination.

Certain astrocyte culturing protocols lead to the induction of (re)active astrocytes, which does not reflect the physiological state found in vivo. Thus, we analyzed gene expression levels of the known astrocyte (re)activity markers *C3*, *Serpina3n*, and *Mx1*. Compared to neonatal astrocytes cultures based on the McCarthy and de Vellis method (Vellis astrocytes)^9^, known to induce reactive astrogliosis^22^, expression of markers indicating (re)activity was low in our astrocyte cultures with the exception of a significantly higher expression of *C3* in AGES (Fig. 1g), which is most likely a remnant of the C3-driven differentiation process^23^. The low (re)activity state of all astrocyte cultures became even more apparent by treating astrocytes with microglia-conditioned medium (MCM) from LPS- or non-treated microglia, which significantly upregulated the expression of *C3*, *Serpina3n*, and *Mx1*. The level of (re)activity was highly different between all astrocyte cultures showing a 20-fold higher expression of *Mx1* in AGES and the highest upregulation of *C3* in neonatal astrocytes (Fig. 1h).

Taken together, our results highlight, when characterizing astrocyte cultures, a wide range of astrocytic and non-astrocytic markers should be used since the astrocyte subsets and astrocyte marker profiles highly vary between differentiated AGES and primary astrocytes. Whilst the baseline level of (re)activity of our described cultures is low, the differences in the sensitivity to MCM-induced (re)activity in all cultured models should be considered when using these model systems.

### Similarities in glucose uptake, lactate release, and synaptosome uptake oppose differences in proliferation, migration, and calcium signaling in AGES and primary astrocyte cultures

To investigate whether the differences seen in the astrocyte marker profile also implicate differences in functional properties, we assessed the maintenance of homeostatic functions of astrocytes in culture. Proliferation in astrocytes is known to cease with ageing^24^, which we confirmed in a 5-ethynyl-2’-deoxyuridine (EdU)-based assay. Cultured adult astrocytes and AGES, as terminally-differentiated cells, showed no proliferation, while neonatal astrocytes exhibited a significantly higher proliferation rate (Fig. 2a), which was not influenced by the amount of dying cells (Fig. 2b). Compared to highly proliferating HEK293 cells and no-EdU controls, astrocyte proliferation was negligible (Supplementary Fig. 3b). To mimic wound healing upon tissue injury, a major feature of astrocytes in vivo, a confluent astrocyte layer was disrupted by creating a wound gap in vitro. Adult astrocytes migrated or sensed wound gaps significantly faster than neonatal astrocytes and AGES, with AGES exerting a very slow response rate (Fig. 2c–f and Supplementary Fig. 3c). Assessing further physiological functions of astrocytes such as metabolism of glucose and lactate^25^ as well as synapse elimination^26^ revealed no differences between all primary cultured astrocytes and AGES (Fig. 2g–i), emphasizing that AGES are a suitable in vitro model for assessing these physiological functions of astrocytes. To investigate calcium signaling as the main communication system of astrocytes^27^, we performed live imaging of astrocytes incubated with the calcium indicator Fluo-4, which is coupled with an acetoxymethyl (AM) to ensure fluorescence only after cell entry (Fig. 2j, k). We found that AGES responded fastest to ATP stimulation (Fig. 2l), and their maximum fluorescent intensity i.e., the amount of calcium released, was highest compared to neonatal and adult astrocytes (Fig. 2m), which is in line with previous reports showing that the amplitude of the spontaneous calcium spike was significantly higher in human iPSC-astrocytes compared to primary astrocytes^28^. No differences in the duration of the calcium response were seen between the cell types (Fig. 2n). We also confirmed that the calcium response profile in AGES is different from that of NSCs (Supplementary Fig. 3d). Taken together, key differences in functions of AGES compared to primary astrocyte cultures were found in proliferation, response to wound gaps and calcium release properties. Notably, it was suggested that even in instances of lesions, active cell migration might rather be a non-physiological function of astrocytes in vivo and may represent a behavior only acquired in culture systems in vitro. In vivo live imaging revealed astrocytes to either extend their processes toward the lesion or to selectively proliferate^29^. Despite showing differences to primary astrocytes, AGES might therefore be more suitable in modeling the in vivo*-*like migration behavior of astrocytes. Thus, it is of utmost relevance to consider the identified functional differences when choosing a model system for a respective biological investigation.

**Fig. 2:**
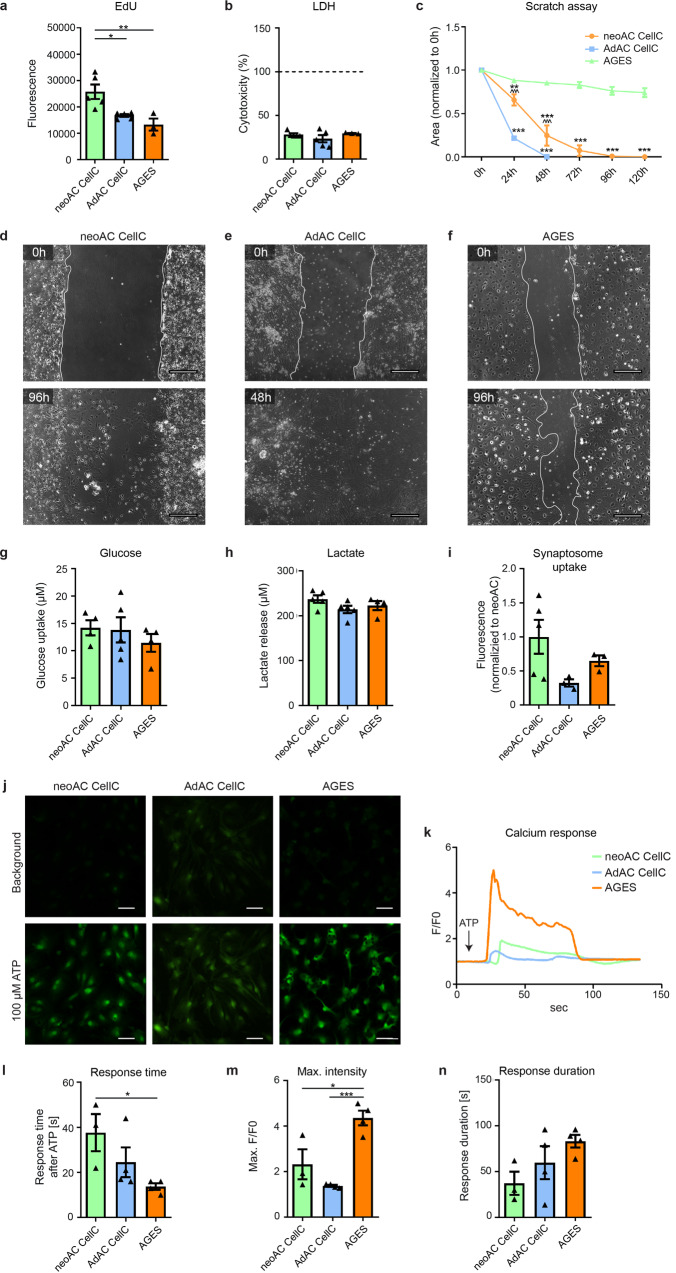
Similarities in glucose uptake, lactate release, and synaptosome uptake oppose differences in proliferative, migratory, and calcium signaling of AGES and isolated astrocytes. **a** Proliferation was measured by fluorescent immunolabeling for the thymidine analog EdU, which is incorporated during cell division. The fluorescent signal was normalized to background absorbance. ANOVA with Tukey´s post hoc test *P = 0.0365; **P = 0.0068. **b** Cytotoxicity was measured by determining the levels of lactate dehydrogenase (LDH) release to the cell supernatant. As a positive control, each cell type was lysed with Triton-X to induce maximal LDH release per cell (=100%, dashed line). Medium served as a negative control and all values were plotted as percentages of the maximal LDH release. Mean ± SEM; neoAC CellC (*n* = 5), AdAC CellC (*n* = 5), and AGES (*n* = 3). ANOVA with Tukey´s post hoc test *P* > 0.05. **c** A scratch assay was used to determine the migratory behavior of cultured neonatal astrocytes (neoAC CellC), cultured adult astrocytes (AdAC CellC), and AGES. The area of the wound gap normalized to time point 0 h is shown over time. * significance compared to AGES; ^ significance compared to AdAC CellC. Mean ± SEM; neoAC CellC (*n* = 4), AdAC CellC (*n* = 4), and AGES (*n* = 4); Two-way ANOVA with Bonferroni post hoc test; **P = 0.004; ***P < 0.001; ^^^*P* < 0.001. **d**–**f** Representative phase contrast images of the wound gap at the starting point (0 h) and after 48 h/96 h are shown of **d** cultured neonatal astrocytes (neoAC CellC), **e** cultured adult astrocytes (AdAC CellC), and **f** AGES. Scale bar = 200 µm. **g** Glucose uptake (in µM) by cultured neonatal astrocytes (neoAC CellC), cultured adult astrocytes (AdAC CellC), and AGES was measured with a luminescence-based assay. Mean ± SEM; neoAC CellC (*n* = 4), AdAC CellC (*n* = 5), and AGES (*n* = 4). ANOVA with Tukey´s post hoc test *P* > 0.05. **h** To determine the lactate released by each cell type (in µM), lactate was measured in the cell supernatant with a luminescence-based assay. Mean ± SEM; neoAC CellC (*n* = 5), AdAC CellC (*n* = 5), AGES (*n* = 4). ANOVA with Tukey´s post hoc test *P* > 0.05. **i** pH-sensitive fluorescently labeled synaptosomes isolated from C57Bl/6 J mice were cocultured with cultured neonatal astrocytes (neoAC CellC), cultured adult astrocytes (AdAC CellC), and AGES. The fluorescence was measured and represents the uptake of synaptosomes. The fluorescent signals were normalized to cultured neonatal astrocytes. Mean ± SEM; neoAC CellC (*n* = 5), AdAC CellC (*n* = 3), and AGES (*n* = 3). ANOVA with Tukey´s post hoc test *P* > 0.05. **j**–**n** Calcium signaling of all three cell types was determined by calcium imaging using Fluo-4, AM as a calcium indicator, and 100 µM ATP as a stimulus for calcium release. **j** Representative images of cultured neonatal astrocytes (neoAC CellC), cultured adult astrocytes (AdAC CellC), and AGES are shown before ATP stimulation (=background) and after ATP stimulation. Scale bar = 50 µm. **k** The fluorescence intensity normalized to background fluorescence (F/F0) is shown over time for each cell type. **l** The time until cells responded with a calcium peak was measured. ANOVA with Tukey´s post hoc test *P = 0.0493. **m** The maximum fluorescence intensity was compared between all cell types. ANOVA with Tukey´s post hoc test *P = 0.012; ***P < 0.001. **n** The time until cells returned to baseline levels was determined. Mean ± SEM; neoAC CellC (*n* = 3), AdAC CellC (*n* = 4), AGES (*n* = 4); ANOVA with Tukey´s post hoc test; *P* > 0.05.

### Transcriptomic profiling of astrocytes reveals major differences introduced by cell culturing, age, and cell origin

To obtain a deeper understanding of the similarities and differences of directly isolated and cultured neonatal and adult astrocytes as well as AGES and NSCs, we performed unbiased transcriptional profiling using RNA sequencing (RNA-seq). 

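RNA-seq libraries came from 6 groups with 4 biological replicates each, 24 libraries in all. They were NSCs, AGES (astrocytes generated from embryonic stem cells), cultured neonatal astrocytes (neoAC CellC), directly isolated neonatal astrocytes (neoAC direct), cultured adult astrocytes (AdAC CellC) and directly isolated adult astrocytes (AdAC direct). For the primary cells a replicate was a separate isolation from 2 mice, and for NSCs and AGES it was an independent culture from a different passage. Neonatal mice were 4 to 8 days old and adult mice 100 to 140 days old, and the cultured primary astrocytes were kept in vitro for 7 to 10 days. AGES received 20 ng/ml BMP4 for 3 to 5 days. The authors deposited the number of reads or read pairs they counted on each of 49671 genes, without normalization. Between 27904126 and 37997368 counts per library fell on genes, with a median of 32239904. The medians of the groups were 32336270 (NSC), 34371514 (AGES), 32131843 (neoAC CellC), 31807444 (neoAC direct), 31458377 (AdAC CellC) and 32911614 (AdAC direct). A library had between 20777 and 24731 genes with at least 1 count. Counts were scaled by edgeR's TMM normalization and are given as edgeR's CPM, as mean ± SD over the 4 libraries of a group. Genes were tested with edgeR's two-sided quasi-likelihood test in one fit of the 6 groups, with Benjamini-Hochberg adjustment over the 19691 genes that passed the filter on low counts. The intervals given by the standard errors of this fit include the spread between replicates. A group whose 4 libraries all had 3 counts or fewer of a gene was treated as being at the floor. The floor lies between 0.0907 and 0.0949 CPM before TMM scaling and reflects counting error only. A fold against such a group is given, as a lower bound, only where TMM scaling does not raise the floor. Elsewhere the CPM of the other group are given.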

First, we aimed to delineate the differences we identified with regard to astrocyte marker expression as well as glial cell migration, calcium signaling, and synapse pruning on the transcriptomic level. 

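Of the 44 astrocyte genes in Supplementary Data 1, 43 were matched by symbol to the counted genes, and Slc14Aa1 was not. In a PCA of the regularized log (rlog) counts of these 43 genes, scaled to unit variance, PC1 held 56.6% of the variance (jackknife standard error 3.89) and PC2 held 21.5% (jackknife standard error 4.32). PC1 placed NSCs at 6.22 ± 0.366 (SD, n = 4) and AdAC CellC at 4.96 ± 0.46 on one side and neoAC direct at −6.17 ± 0.178 and AdAC direct at −5.73 ± 0.167 on the other. AGES at 1.95 ± 0.448 and neoAC CellC at −1.23 ± 0.233 lay between them. On PC2, AGES lay at −5.59 ± 0.217 and AdAC CellC at 4.02 ± 0.439. The genes with the largest loadings on PC1 were Fgfr3 (−0.199), Itih3 (−0.190) and Slc1a2 (−0.190). Without scaling to unit variance, PC1 held 71.8% of the variance. Gfap, on chromosome 11 of GRCm38 from 102887336 to 102900912, had 50487 ± 1882 CPM in AGES, 32.9 ± 2.89 CPM in NSCs, 2794 ± 251 CPM in neoAC CellC and 189 ± 56.0 CPM in AdAC CellC. Its log2 fold change in AGES was 10.59 against NSCs (standard error 0.21, edgeR adjusted p = 1.90e-22), 4.18 against neoAC CellC (standard error 0.16, edgeR adjusted p = 4.11e-18) and 8.06 against AdAC CellC (standard error 0.19, edgeR adjusted p = 4.19e-22). Slc1a2 (GLT-1), on chromosome 2 from 102658659 to 102790784, fell by 6.93 on the log2 scale when adult astrocytes were cultured, from 6099 ± 133 to 49.9 ± 3.15 CPM (standard error 0.22, edgeR adjusted p = 6.03e-19), and by 3.39 when neonatal astrocytes were cultured (standard error 0.19, edgeR adjusted p = 4.46e-14). Scaling by library size only moved the log2 fold change of Gfap between AGES and neoAC CellC most, to 3.87. Slc1a3 (GLAST), on chromosome 15 from 8634124 to 8710764, changed by −3.76 in adult astrocytes in culture (standard error 0.15, edgeR adjusted p = 2.23e-17). Atp1b2 encodes ACSA-2, the antigen used for the isolation, and lies on chromosome 11 from 69599736 to 69605942. It changed by −4.18 in the same comparison (standard error 0.16, edgeR adjusted p = 1.36e-17). The paper reports stable GLT-1 protein across cell types and a slightly lower share of ACSA-2-positive cells in culture, measures other than RNA levels. The RNA of whole cultures does not separate lower expression per cell from a smaller share of astrocytes. Aldh1l1, on chromosome 6 from 90486427 to 90600203, had 15.0 ± 4.34 CPM in AGES and 303 ± 45.3 CPM in neoAC CellC, a log2 fold change of −4.34 (standard error 0.29, edgeR adjusted p = 3.72e-12). S100b, on chromosome 10 from 76253853 to 76261159, was higher in AGES than in NSCs by 3.20 on the log2 scale (standard error 0.22, edgeR adjusted p = 9.45e-12).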

We therefore performed principal component analysis (PCA) on functionally grouped genes and confirmed key differences in astrocyte marker gene expression between cell types and culture conditions (Supplementary Fig. 4a and Supplementary Data 1), supplementing our analysis of astrocyte markers on the mRNA and protein levels (Fig. 1d–f and Supplementary Fig. 1d–g). Additionally, we observed that gene signatures corresponding to glial cell migration (Supplementary Fig. 4b) and calcium signaling (Supplementary Fig. 4c) separated AGES from neonatal and adult primary astrocytes, matching the observed functional differences in wound gap and calcium responses. PCA analysis using genes related to synapse pruning, revealed clustering of AGES and all cultured astrocytes separately from NSCs, validating their similarities in the synapse uptake assay (Supplementary Fig. 4d). This analysis of functionally annotated gene clusters also indicated differences between cultured and directly isolated astrocytes supporting the notion that the migratory and synapse pruning capacity of astrocytes change upon culturing.

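The PCA of all genes used the rlog counts of the 19691 genes that passed the filter on low counts, each scaled to unit variance. The first 4 components held 36.9% (jackknife standard error 4.44), 19.6% (3.26), 14.0% (1.31) and 12.3% (2.32) of the variance, and the fifth held 6.83%. Of the variance of each of these 4 components, 99.7%, 99.7%, 99.6% and 99.8% lay between the 6 groups. On PC1, the group scores (mean ± SD, n = 4) ran from −121.6 ± 2.41 in AdAC direct through −41.0 ± 6.56 in neoAC direct, −36.0 ± 5.09 in neoAC CellC and −5.34 ± 5.12 in AdAC CellC to 63.1 ± 3.39 in AGES and 140.8 ± 7.21 in NSCs. On PC2, AdAC CellC (85.2 ± 3.57) and neoAC CellC (47.1 ± 5.28) lay above their directly isolated counterparts AdAC direct (−45.3 ± 3.24) and neoAC direct (−5.48 ± 4.05), and NSCs (19.3 ± 4.34) lay above AGES (−100.8 ± 3.52). On PC3, AGES (63.0 ± 4.15), neoAC CellC (47.4 ± 5.16) and AdAC CellC (40.2 ± 2.33) had positive scores. NSCs (−60.4 ± 4.73), neoAC direct (−55.7 ± 1.73) and AdAC direct (−34.6 ± 1.21) had negative PC3 scores. On PC4, AdAC direct (63.0 ± 1.25) and AdAC CellC (36.6 ± 2.61) lay opposite neoAC direct (−80.2 ± 3.20) and neoAC CellC (−38.7 ± 2.73), with NSCs at 25.4 ± 2.33 and AGES at −6.12 ± 2.94. The setting that moved the variance on PC1 most was a restriction to the 500 genes with the highest variance, which gave 74.6%.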

To obtain an unbiased view of the transcriptional differences between our various astrocyte populations, we performed a PCA using the complete transcriptomic signature of each cell type, which showed appreciable variation between cell types up to the fourth component (Fig. 3a–c). To functionally annotate the underlying genetic differences driving the PCA, we applied gene set enrichment analysis to the genes constituting the four PCs (Fig. 3d, e, Supplementary Fig. 4e, and Supplementary Data 2). Additionally, differentially expressed genes between two sets of cell types were identified and functionally annotated using the R tmod package for gene set enrichment analysis^30^. 

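In each of the 7 comparisons, more genes were differentially expressed (edgeR adjusted p under 0.05) than not. Between AdAC CellC and AdAC direct, 7644 genes were higher and 7722 lower in the cultured cells, and between neoAC CellC and neoAC direct 6766 were higher and 6170 lower. AGES had 6246 genes higher and 6691 lower than NSCs, 6105 higher and 8897 lower than AdAC CellC, and 6710 higher and 7977 lower than neoAC CellC. Neonatal astrocytes had 5620 genes higher and 6941 lower than adult astrocytes when both were cultured, and 6889 higher and 7177 lower when both were directly isolated. Between 11425 genes (neoAC CellC against neoAC direct) and 15027 genes (AdAC CellC against AdAC direct) had no overlap between the 4 libraries of one group and the 4 of the other, where chance alone gives 2.86% of the 19691 genes. The alternative that moved these counts most added an absolute log2 fold change over 1, with which 6429 genes were past the threshold between neoAC CellC and neoAC direct. The median log2 fold change of all genes was −0.23 between AGES and AdAC CellC and within 0.1 of 0 in the other comparisons, and changes of single genes and gene sets between AGES and AdAC CellC are to be read against this median. The split into higher and lower genes depended on the scaling. With scaling by library size only, 8628 genes were higher and 4468 lower between neoAC CellC and neoAC direct, and 4504 higher and 9822 lower between AGES and neoAC CellC. It gave 4817 higher and 10277 lower between AGES and AdAC CellC. Between AdAC CellC and AdAC direct it gave 8076 higher and 7279 lower, and between neoAC CellC and AdAC CellC 6185 higher and 6118 lower. With the size factors of DESeq2, 6383 genes were higher and 5896 lower between neoAC CellC and AdAC CellC, and 6695 higher and 6196 lower between AGES and NSCs. With scaling by library size only, the median of all genes was −0.45 between AGES and AdAC CellC, −0.37 between AGES and neoAC CellC and 0.27 between neoAC CellC and neoAC direct. With the size factors of DESeq2, it was −0.19 between AGES and AdAC CellC and −0.14 between AGES and neoAC CellC.

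**Figure D1:**
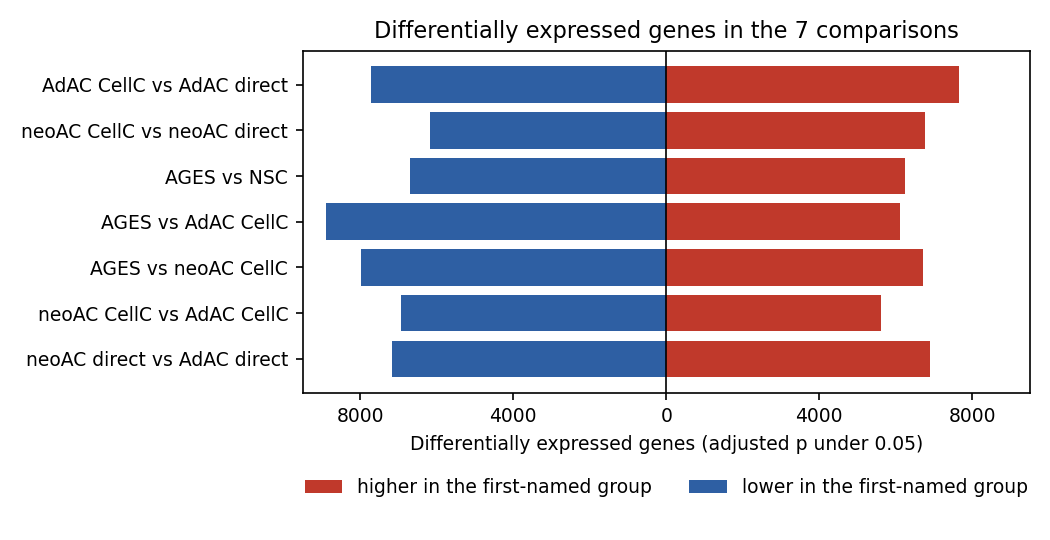
Number of differentially expressed genes (horizontal axis, genes with an edgeR adjusted p under 0.05 among 19691 tested) in each of the 7 comparisons (vertical axis), with genes higher in the first-named group to the right and genes lower to the left. The longest bar is the 8897 genes lower in AGES than in AdAC CellC.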

For each pairwise comparison and gene set, the fraction of upregulated genes is highlighted in red, the fraction of downregulated genes in blue and the non-regulated genes in gray. The intensity of each bar represents the *p* value allowing for a side-by-side visualization of all comparisons (Fig. 3f, and Supplementary Data 3).

**Fig. 3:**
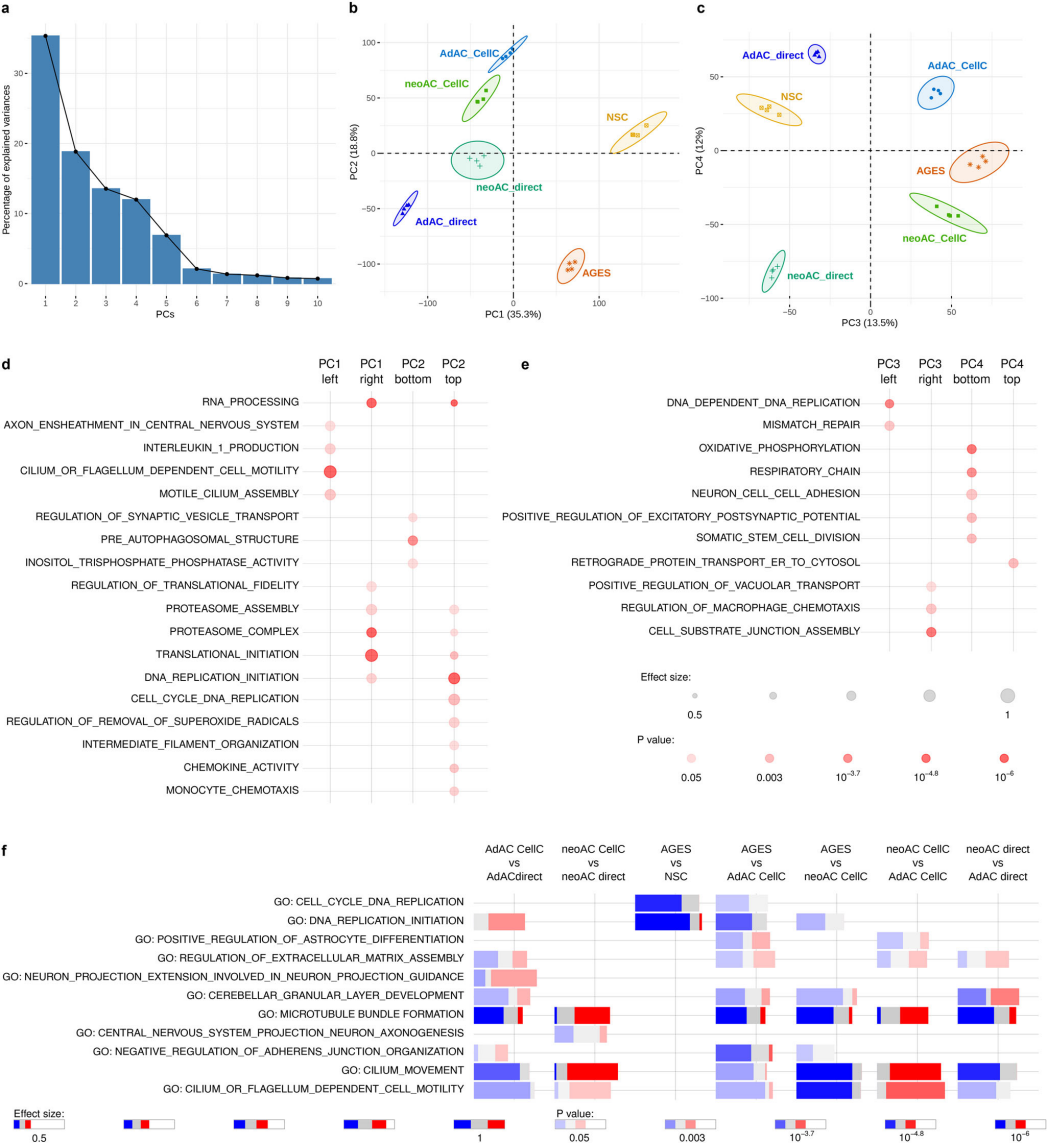
Transcriptomic profiling of astrocytes reveals major differences introduced by cell culturing, age, and cell origin. RNA-seq was performed on cultured neonatal astrocytes (neoAC CellC; *n* = 4), directly isolated neonatal astrocytes (neoAC direct; *n* = 4), cultured adult astrocytes (AdAC CellC; *n* = 4), directly isolated adult astrocytes (AdAC direct; *n* = 4), AGES (*n* = 4), and NSCs (*n* = 4). **a**–**c** Principal component analysis (PCA) of RNA-seq results was performed and gene set enrichment analysis was applied to genes ordered by their PCA loadings. The variance explained by the components is shown on the x- and y-axis. **d**, **e** Selected gene ontology (GO) terms characterizing each principal component are shown. The size of each dot reflects the effect size, while the *p* value is visualized by color intensity. The effect size is the area under the curve (see Supplementary Fig. 4e). **f** Differential gene expression-based functional enrichment analysis between cell types was done using the R tmod package. Each bar presents the fraction of significantly up (red) and downregulated (blue) genes in that particular GO category.

Many studies neglect the comparison of stem cell-derived models to either neonatal or adult primary astrocytes and only show comparisons to ESCs and NSCs. The few studies that did compare iPSC-derived astrocytes to primary cells^28,31^ did not perform global assessments of phenotypic, functional, and transcriptional differences. 

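Gene sets were tested along the components with the CERNO statistic on genes sorted by their loadings (one-sided, Benjamini-Hochberg over 168 component tests), where an area under the curve (AUC) of 0.5 means no enrichment. Gene lists came from Supplementary Data 3 or from gene families. On the negative side of PC1, the AUC was 0.880 for cilium movement (CERNO adjusted p = 4.15e-13), 0.871 for axoneme assembly (CERNO adjusted p = 5.83e-17) and 0.710 for microtubule bundle formation (CERNO adjusted p = 9.78e-12). On the positive side of PC1, the AUC was 0.821 for translation initiation factors (CERNO adjusted p = 2.47e-13), 0.817 for proteasome subunits (CERNO adjusted p = 4.08e-15) and 0.915 for the cytosolic large ribosomal subunit (CERNO adjusted p = 4.14e-32). With only the 500 genes with the highest variance, the AUC of cilium movement was 0.771 (CERNO adjusted p = 0.614), within a range of 3.01e-15 to 0.614 over the alternatives. Axoneme assembly and microtubule bundle formation did not pass either (highest CERNO adjusted p over the alternatives 0.614 for each). Without scaling to unit variance, the proteasome subunits did not pass (CERNO adjusted p = 0.0921, the highest value over the alternatives). Between cell types, the same sets were tested with limma's camera (two-sided, Benjamini-Hochberg over 168 set tests), which compares a set with all other genes. Genes of a set are counted as higher or lower when their edgeR adjusted p was under 0.05. Against AdAC CellC and neoAC CellC, the 27 genes of DNA replication initiation had mean log2 fold changes in AGES of −2.58 (camera adjusted p = 1.57e-07) and −2.10 (camera adjusted p = 8.26e-05), with 24 and 23 genes lower. The 10 genes of cell cycle DNA replication changed by −2.06 (camera adjusted p = 0.000369) and −1.61 (camera adjusted p = 0.0125), and the 62 genes of microtubule bundle formation by −2.85 (camera adjusted p = 6.98e-06) and −3.91 (camera adjusted p = 1.12e-14). The 13 genes of cerebellar granular layer development changed by −3.17 against AdAC CellC, with 4 genes higher and 8 lower (camera adjusted p = 0.0137), and by −3.69 against neoAC CellC (camera adjusted p = 0.000233). With at least 10 counts required in every library, the first of these became −1.31 (camera adjusted p = 0.608), within a range of 0.0120 to 0.608 over the alternatives. That filter drops genes with few counts in any AGES library, so a smaller fall can come from the filter alone. With an inter-gene correlation estimated from the data in place of the preset 0.01, neither set of DNA replication genes passed in either comparison. Microtubule bundle formation and cerebellar granular layer development did not pass against AdAC CellC. The camera adjusted p of these 6 results lay between 0.122 and 0.4505. The 12 genes of positive regulation of astrocyte differentiation had a mean log2 fold change of −1.91 against AdAC CellC without passing the directional test (4 genes higher, 8 lower, camera adjusted p = 0.778), and an AUC of 0.762 in the test on genes sorted by p-value, which ignores direction (CERNO adjusted p = 0.0127).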

Our transcriptomic analysis showed that primary neonatal and adult astrocytes expressed genes involved in cilium and axoneme function (PC1 left), with NSCs and AGES being characterized by increases in translation initiation, RNA processing, and proteasome activity (PC1 right) (Fig. 3b, d). tmod analysis comparing AGES to cultured primary cells identified the downregulation of genes related to DNA replication, cerebellar granular layer development and microtubule bundle formation and alterations in astrocyte cell differentiation genes (Fig. 3f). 

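The 15 genes annotated to negative regulation of adherens junction organization were lower in AGES than in AdAC CellC by a mean of −2.68 on the log2 scale, with 4 genes higher and 11 lower (camera adjusted p = 0.00281). Against neoAC CellC their mean log2 fold change was −1.74, with 4 genes higher and 8 lower, and did not pass the test (camera adjusted p = 0.0733). It passed in 3 of the alternatives, and with at least 10 counts in every library it was −1.88 (camera adjusted p = 0.00993), within a range of 0.00993 to 0.177 over the alternatives. The 33 genes of cilium movement had mean log2 fold changes of −3.67 against AdAC CellC (camera adjusted p = 5.45e-08) and −5.59 against neoAC CellC (camera adjusted p = 9.31e-23), with 29 and 31 genes lower in AGES. With at least 10 counts in every library, which leaves 14 of the 33 genes, the first became −1.06 and did not pass (camera adjusted p = 0.115). This filter drops genes with few counts in any AGES library, so the smaller mean says nothing on the genes left out. With an inter-gene correlation estimated from the data, the change of all 33 genes against AdAC CellC did not pass either (camera adjusted p = 0.2015, the highest value over the alternatives). The 11 genes of regulation of extracellular matrix assembly changed in both directions, 6 higher and 5 lower in AGES than in AdAC CellC, with a mean of 0.23 (camera adjusted p = 0.317). Their AUC on genes sorted by p-value, without direction, was 0.780 (CERNO adjusted p = 0.0300). Against neoAC CellC the mean was 0.09 (camera adjusted p = 0.436), and it was −0.22 with scaling by library size only and −0.12 with at least 10 counts in every library.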

The negative regulation of adherens junction organization, cilium function and extracellular matrix regulation (Fig. 3f) could explain the observed differences in closing wound gaps in AGES, as they are crucial for a rapid cell–cell contact remodeling during wounding^32–34^. Underlining our findings, PCA analysis using published transcriptomic data of other murine stem cell-derived astrocytes^35,36^ revealed a clear separation from neonatal and adult primary astrocytes indicating major gene expression changes between primary and stem cell-derived cells (Supplementary Fig. 4f). Our results indicate that AGES have a distinct functional and genetic profile to primary astrocytes and are not yet fully differentiated into astrocytes which is usually assisted and driven by the brain’s microenvironment. 

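Euclidean distances between libraries were measured on the rlog counts of all tested genes. AGES lay 181.9 ± 3.95 (mean ± SD over 16 pairs of libraries) from NSCs, 270.4 ± 4.85 from neoAC direct, 275.3 ± 3.28 from neoAC CellC, 282.8 ± 2.99 from AdAC CellC and 308.6 ± 4.09 from AdAC direct. Libraries of one group lay between 45.98 and 58.71 apart on average. The distance of AGES to a primary group, divided by the distance of NSCs to the same group, was 0.936 for neoAC CellC, 0.966 for neoAC direct, 0.990 for AdAC CellC and 0.909 for AdAC direct. On rlog counts scaled to unit variance, which moved these ratios most, the ratio for AdAC CellC was 1.02 and the ratio for AdAC direct 0.839. On these counts, AGES lay 205.3 from NSCs, 204.7 from neoAC CellC and 210.8 from neoAC direct, so AGES were no longer nearer to NSCs than to neoAC CellC. Single genes were ranked in each comparison by edgeR's log2 fold change, among differentially expressed genes with at least 10 CPM in the higher group and no overlap between libraries. The first genes higher in AGES than in AdAC CellC were Hoxb3os and Hoxa2, both at the floor in AdAC CellC. Hoxa2, on chromosome 6 from 52162417 to 52164831, had 36.5 ± 4.63 CPM in AGES, at least 390.5-fold higher (log2 fold change 11.68, standard error 0.34, edgeR adjusted p = 3.63e-20). Hoxb3os had 20.6 ± 1.85 CPM, at least 220.8-fold higher. Its level is uncertain, because it is an antisense transcript and the paper does not state how strand was used in counting. Against neoAC CellC the first were Hoxaas2, at least 1855.5-fold higher and of uncertain level because it overlaps Hoxa3 on the opposite strand, and Hoxa5. Hoxa5, on chromosome 6 from 52201754 to 52204587, had 65.0 ± 3.17 CPM in AGES, at least 684.6-fold higher (log2 fold change 10.70, standard error 0.24, edgeR adjusted p = 1.83e-22). Hoxa5 had 65.1 ± 8.17 CPM in NSCs as well. In the same ranking, the first genes lower in AGES than in AdAC CellC were Gprc5a and Ptgs2, with 45.74 and 42.45 CPM in AdAC CellC. Against neoAC CellC they were Trim30d and Stk32a, with 24.52 and 23.15 CPM in neoAC CellC. All of these genes were at the floor in AGES.

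**Figure D2:**
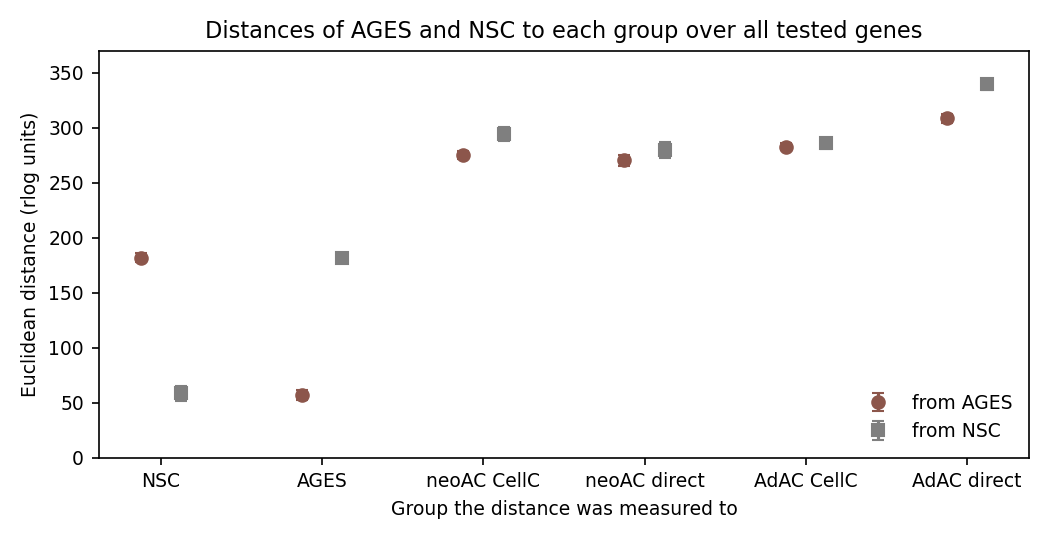
Mean Euclidean distance between libraries (vertical axis, rlog units, all tested genes) from AGES (circles) and from NSCs (squares) to each of the 6 groups (horizontal axis), with error bars of 1 SD over pairs of libraries. Both AGES and NSCs lie more than 270 from each primary group and 181.9 from each other.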

In order for stem cell-derived astrocytes to serve as a tool to study a broad range of astrocyte functions, we need to fully understand their similarities and differences to primary astrocytes and culture protocols need to be adapted to more closely match the profiles of primary cells.

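Along PC2, on the side of the cultured primary astrocytes, the AUC was 0.767 for proteasome subunits (CERNO adjusted p = 0.000169), 0.654 for translation initiation factors (CERNO adjusted p = 0.0214) and 0.799 for chemokines of the Ccl and Cxcl families (CERNO adjusted p = 0.000275). On the opposite side of PC2, the AUC of the Atg autophagy genes was 0.686 (CERNO adjusted p = 0.0451). With at least 10 counts in every library, these 4 sets no longer passed the threshold. On the positive side of PC3, the AUC of the chemokines was 0.692 (CERNO adjusted p = 0.0296), and it fell below 0.5, to 0.404, among the 500 genes with the highest variance. On the negative side of PC3, cell cycle DNA replication had an AUC of 0.797 and did not pass the threshold (CERNO adjusted p = 0.0702), and it did without scaling to unit variance (AUC 0.808, CERNO adjusted p = 0.0184, within a range of 0.0184 to 0.759 over the alternatives). In adult astrocytes in culture against directly isolated adult astrocytes, the proteasome subunits had a mean log2 fold change of 0.95 with 36 of 38 genes higher (camera adjusted p = 6.84e-09), and the translation initiation factors 0.95 with 38 of 46 genes higher (camera adjusted p = 6.46e-08). The 22 chemokines had a mean of 3.87 (camera adjusted p = 0.00772). The 19 autophagy genes had a mean of 0.07, with 6 genes higher and 10 lower (camera adjusted p = 0.383), and the sign of this mean was negative in 4 of the alternatives, the largest being −0.34 with at least 10 counts in every library. The genes of cilium movement changed by −2.18 with 30 of 33 lower (camera adjusted p = 1.58e-11), those of microtubule bundle formation by −1.09 with 41 of 62 lower (camera adjusted p = 1.14e-05), and those of DNA replication initiation by 2.34 with 24 of 27 higher (camera adjusted p = 2.22e-10). With an inter-gene correlation estimated from the data in place of the preset 0.01, none of these 3 sets passed, nor did the proteasome subunits, the translation initiation factors and the chemokines. The camera adjusted p of the 6 sets lay between 0.0979 and 0.270, the highest value over the alternatives of each. Ranked by edgeR's log2 fold change, the first genes higher in culture were Marco and Ivl, with 13.2 ± 1.41 and 20.1 ± 2.98 CPM in AdAC CellC and at the floor in AdAC direct, at least 140.9-fold and 215.0-fold higher. Marco lies on chromosome 1 from 120474538 to 120505024 and had a log2 fold change of 11.75 (standard error 0.65, edgeR adjusted p = 2.26e-12). The first genes lower in culture were the long noncoding RNAs C030018K13Rik and Gm44109, at least 138.3-fold and 116.4-fold lower in culture.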

Culturing of astrocytes induced upregulation of genes enriched in translation initiation, RNA processing, proteasome activity, chemotaxis and vesicle transport (PC2 top/PC3 right), and the downregulation of genes involved in autophagy, inositol lipid pathway, and synaptic vesicle transport (PC2 bottom) and cell division (PC3 left, Fig. 3be). tmod analysis specifically revealed downregulation of cilium functions and microtubule formation and upregulation of cell division-related genes in adult astrocytes upon culturing. Neonatal astrocytes, on the other hand, upregulated microtubule formation and cilium functions in vitro (Fig. 3f). 

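In neonatal astrocytes in culture against directly isolated neonatal astrocytes, the cilium movement genes rose by a mean of 1.94 on the log2 scale with 30 of 33 genes higher (camera adjusted p = 1.27e-15). The microtubule bundle formation genes rose by 1.29 with 48 of 62 higher (camera adjusted p = 7.57e-11), and the genes of the intraciliary transport particle by 1.09 with 29 of 30 higher (camera adjusted p = 1.40e-11). With the estimated inter-gene correlation, the camera adjusted p of the cilium movement genes was 0.0531, the highest value over the alternatives. The difference between the culture effects at the 2 ages was tested as an interaction. The culture effect on the cilium movement genes was higher in neonatal than in adult astrocytes by a mean of 4.12 (camera adjusted p = 1.78e-32), and that on the microtubule bundle formation genes by 2.37 (camera adjusted p = 9.08e-17). The culture effect differed between the ages for 13502 genes, and was higher in neonatal astrocytes for 6538 of them (edgeR adjusted p under 0.05). The culture effects on the proteasome subunits differed by −0.55 (camera adjusted p = 0.000201) and those on the translation initiation factors by −0.82 (camera adjusted p = 2.68e-07). In neonatal astrocytes alone, the proteasome subunits rose by 0.40 (camera adjusted p = 0.0341), which did not pass in fits of only the compared groups or with the estimated inter-gene correlation (camera adjusted p = 0.530, the highest value over the alternatives). The translation initiation factors did not pass, with a mean of 0.13 (camera adjusted p = 0.908). Nor did the chemokines pass with any replicate left out, with means of 1.14 to 1.88 (camera adjusted p between 0.259 and 0.481). The mean rlog count of the chemokines per library was 0.673 higher in neonatal culture (exact two-sided permutation test, p = 0.0286). The autophagy genes had a mean of −0.02 (camera adjusted p = 0.241), and without a filter on low counts it was −0.08 and passed the threshold (camera adjusted p = 0.0105, within a range of 0.0105 to 0.449). Ccn5, among the first genes higher in culture in the ranking by edgeR's log2 fold change, on chromosome 2 from 163820861 to 163833146, had 370 ± 70.4 CPM in culture and 0.457 ± 0.108 CPM in direct isolates, a log2 fold change of 9.65 (standard error 0.62, edgeR adjusted p = 2.26e-11). The first genes lower in culture were Hbb-bs and Hes5. Hbb-bs was at least 177.5-fold lower, and its level is uncertain because its reads can be shared with a near-identical globin gene. Hes5, on chromosome 4 from 154960923 to 154962371, changed from 509.8 ± 136.8 to 0.801 ± 0.0936 CPM, a log2 fold change of −9.31 (standard error 0.39, edgeR adjusted p = 3.76e-15). Its level is uncertain, because its exons overlap another gene on the opposite strand.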

One of the very few studies comparing directly isolated and cultured astrocytes found downregulation of Wnt and Notch signaling upon culturing of neonatal astrocytes isolated by immunopanning^12^. Interestingly, primary cilia alterations identified in our study are known to modulate the transduction of Wnt signaling^37^. To our knowledge, alterations introduced by cell culturing of adult astrocytes were not assessed so far. In summary, the changes introduced in vitro thus reflect the change in microenvironment upon culturing since the metabolic support of other cells is no longer required, however, age-specific differences are retained. AGES compared to NSCs downregulated genes indicative of cell cycle regulation and upregulated autophagy-related genes (PC2, Fig. 3b, d, f), which are common features of NSC differentiation^38,39^ and indicate successful reprogramming into a new lineage with a modest proliferation behavior typical for astrocytes^12^.

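Between AGES and NSCs, the genes of DNA replication initiation had a mean log2 fold change of −3.53 with 25 of 27 lower in AGES (camera adjusted p = 1.66e-24), and all 10 genes of cell cycle DNA replication were lower, with a mean of −3.17 (camera adjusted p = 9.60e-14). With the estimated inter-gene correlation, the adjusted p of the second set was 0.0516, the highest value over the alternatives. On PC2, where NSCs scored above AGES, the AUC on the positive side was 0.870 for DNA replication initiation (CERNO adjusted p = 3.70e-09) and 0.893 for cell cycle DNA replication (CERNO adjusted p = 0.000275). Mki67 fell by 9.91 on the log2 scale, from 957 ± 81.6 CPM in NSCs to 0.981 ± 0.268 CPM in AGES (standard error 0.23, edgeR adjusted p = 2.18e-21). The Atg autophagy genes had a mean log2 fold change of 0.33, with 10 genes higher and 6 lower, and did not pass the threshold (camera adjusted p = 0.198). Without a filter on low counts, the mean was 0.41 and passed (camera adjusted p = 0.0249, within a range of 0.0249 to 0.271 over the alternatives). In the library scores, which are not set against other genes, the autophagy genes were 0.317 higher in AGES than in NSCs (exact two-sided permutation test, p = 0.0286, adjusted p 0.0326). Ranked by edgeR's log2 fold change, the first genes higher in AGES were Fmod and Trim63. Fmod, on chromosome 1 from 134037254 to 134048277, rose from 1.17 ± 0.193 to 2042 ± 633 CPM, a log2 fold change of 10.77 (standard error 0.29, edgeR adjusted p = 6.34e-20). Trim63 was at the floor in NSCs and had 18.99 CPM in AGES. The first genes lower in AGES were Depdc1b, with 32.8 ± 1.71 CPM in NSCs, and Pbk, with 104.6 ± 13.1 CPM in NSCs, both at the floor in AGES.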

Age-specific differences included upregulated protein trafficking in adult astrocytes (PC4 top) and increased respiration, cell–cell adhesion, synapse regulation, and stem cell division in neonatal astrocytes (PC4 bottom) (Fig. 3c, e). tmod analysis revealed that, in vitro, neonatal astrocytes compared to adult astrocytes show a pronounced upregulation of cilium functions and microtubule formation as well as alterations in extracellular matrix regulation and astrocyte differentiation genes, correlating well with the observed differences in wound gap closing. 

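On the negative side of PC4, where the neonatal astrocytes lie, the AUC of the respiratory chain genes was 0.776 (CERNO adjusted p = 3.70e-09), and without scaling to unit variance it was 0.635 and did not pass (CERNO adjusted p = 0.465, the highest value over the alternatives). Between neoAC CellC and AdAC CellC, the cilium movement genes had a mean log2 fold change of 1.92 with 32 of 33 higher in neonatal cells (camera adjusted p = 3.20e-21). The microtubule bundle formation genes had a mean of 1.06 with 42 of 62 higher (camera adjusted p = 1.24e-11). The intraciliary transport particle changed by 0.77 (camera adjusted p = 1.30e-08) and nonmotile primary cilium assembly by 0.99 (camera adjusted p = 2.19e-08). With the estimated inter-gene correlation, the former did not pass (camera adjusted p = 0.0832, the highest value over the alternatives). The genes of extracellular matrix regulation and of positive regulation of astrocyte differentiation changed in both directions. Of the former, 5 were higher and 4 lower, with a mean of 0.14 (camera adjusted p = 0.443) and an AUC on genes sorted by p-value of 0.719 (CERNO adjusted p = 0.00553). Of the latter, 3 were higher and 7 lower, with a mean of −1.25 (camera adjusted p = 0.182) and an AUC of 0.742 (CERNO adjusted p = 0.00326). Ranked by edgeR's log2 fold change, the first gene higher in neonatal cells was Cdc20b, on chromosome 13 from 113035111 to 113091195, with 34.0 ± 4.61 CPM in neoAC CellC and 0.0564 ± 0.0569 CPM in AdAC CellC (log2 fold change 9.10, standard error 0.38, edgeR adjusted p = 6.18e-16). Its exons overlap another gene on the opposite strand, so its level is uncertain. Dlx6os1 followed, at least 154.1-fold higher, an antisense transcript of uncertain level. The first genes lower in neonatal cells were Cldn4 and Msln, with 30.0 ± 16.3 and 25.3 ± 12.8 CPM in AdAC CellC and at the floor in neoAC CellC, at least 316.1-fold and 266.3-fold lower in neonatal cells.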

Directly isolated neonatal astrocytes showed alterations in genes linked to cerebellar granular layer development and extracellular matrix regulation along with a downregulation in microtubule formation and cilium movement in contrast to directly isolated adult astrocytes (Fig. 3f). Thus, both the neonatal and adult astrocyte cultures retain key physiological functional characteristics carried out during postnatal neural development and aging respectively^6^. 

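Between neoAC direct and AdAC direct, the cilium movement genes had a mean log2 fold change of −2.20 with 30 of 33 lower in neonatal cells (camera adjusted p = 8.85e-14). With the estimated inter-gene correlation they did not pass (camera adjusted p = 0.0615, the highest value over the alternatives). The microtubule bundle formation genes had a mean of −1.31 with 45 of 62 lower (camera adjusted p = 2.98e-07). With at least 10 counts in every library, this mean was −0.61 and did not pass (camera adjusted p = 0.0604, with a highest value of 0.0832 over the alternatives). The cerebellar granular layer development genes changed in both directions, 7 higher and 6 lower, with a mean of −0.37 (camera adjusted p = 0.908) and an AUC of 0.837 on genes sorted by p-value (CERNO adjusted p = 6.87e-05). Their mean was 0.10 with at least 10 counts in every library. Of the extracellular matrix regulation genes, 7 were higher and 3 lower, with a mean of 0.18 (camera adjusted p = 0.389) and an AUC of 0.737 (CERNO adjusted p = 0.00758). Ranked by edgeR's log2 fold change, the first genes higher in neonatal cells were Kdm5d, on chromosome Y from 897788 to 956786, with 53.9 ± 4.40 CPM in neoAC direct, and Ddx3y, on chromosome Y from 1260771 to 1286629, with 56.5 ± 8.69 CPM. Both were at the floor in AdAC direct, at least 575.9-fold and 603.6-fold higher in neonatal cells (log2 fold changes 10.60 and 10.14, standard errors 1.94 and 1.89, edgeR adjusted p = 6.86e-05 and 8.35e-05). Xist changed in the opposite direction, from 1460.5 ± 166.4 CPM in AdAC direct to 1.13 ± 0.205 CPM in neoAC direct, so age and the expression of sex-linked genes changed together in this comparison. The dissociation kit that the paper names also differs between the ages. The first genes lower in neonatal cells were Gm36855 and Gm42756, with 17.77 and 64.1 CPM in AdAC direct and at the floor in neoAC direct. Gm42756 is an antisense transcript of uncertain level.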

All in all, the transcriptomic differences we observed were driven by cell origin (primary vs. NSC-derived cells), culturing of cells, and developmental stage of primary cells (Supplementary Fig. 5).

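Among the primary cells, the mean Euclidean distance was 156.3 between neoAC CellC and AdAC CellC, 161.9 between neoAC CellC and neoAC direct, 188.5 between neoAC direct and AdAC direct and 214.7 between AdAC CellC and AdAC direct. The cytosolic large ribosomal subunit, with 55 genes, rose in culture in adult astrocytes by a mean of 1.71 on the log2 scale (camera adjusted p = 1.69e-23) and was lower in AGES than in NSCs, at −1.09 (camera adjusted p = 4.46e-12). With the estimated inter-gene correlation, the latter did not pass (camera adjusted p = 0.2605, the highest value over the alternatives). The paper describes primary astrocytes against NSCs and AGES along PC1, culturing along PC2 and PC3, AGES against NSCs along PC2 and age along PC4, and it concludes that cell origin, culturing and developmental stage drove the differences.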

### Distinct primary cilia morphology and appearance in AGES compared to primary astrocytes

We identified striking differences in cilia function in all cell types. 

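The term cilium movement holds 35 genes, of which Supplementary Data 3 lists 34 and 33 were matched to the counted genes (Dpcd was not). The score of a library was the mean rlog count over these 33 genes. It was 5.44 ± 0.05 (SD, n = 4) in NSCs, 5.76 ± 0.14 in AGES, 10.06 ± 0.12 in neoAC CellC, 8.42 ± 0.21 in neoAC direct, 8.38 ± 0.13 in AdAC CellC and 10.27 ± 0.06 in AdAC direct. AGES differed from neoAC CellC by −4.31 and from AdAC CellC by −2.63, where every AGES library scored below every cultured primary library. AGES scored 0.32 above NSCs. In an exact two-sided permutation test of 4 libraries against 4, each of the 7 comparisons had p = 0.0286, the smallest p the design allows, and an adjusted p of 0.0326 over the set scores tested. With log2 CPM in place of rlog, the difference between AGES and NSCs was 0.35 and its exact permutation p was 0.0571. Tested against all other genes, the mean log2 fold change between AGES and NSCs was 0.44 with 11 genes higher and 5 lower (camera adjusted p = 0.241). Across the 33 genes, the median rlog count was 4.82 in NSCs (1.83 to 10.5), 5.24 in AGES (2.12 to 10.9), 10.3 in neoAC CellC (7.43 to 11.9), 8.79 in neoAC direct (5.63 to 11.1), 8.76 in AdAC CellC (5.22 to 10.5) and 10.4 in AdAC direct (7.42 to 12.2). The multiciliated cell regulator Foxj1 followed the same order among cultured cells, with 1241 ± 121 CPM in neoAC CellC, 209 ± 36.4 CPM in AdAC CellC and 62.9 ± 10.6 CPM in AGES. The order did not hold across all groups. AdAC direct had the highest score, but its libraries had 395.9 to 438.1 CPM of Foxj1, less than neoAC CellC.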

Specifically comparing the regulation of 35 genes in the GO term cilium movement revealed significant differences between primary astrocytes and AGES with high similarities of gene regulation in AGES and NSC, indicating that AGES have not yet reached the cilia gene expression profile of primary astrocytes (Fig. 4a). Primary non-motile cilia have been described in both astrocytes^40^ as well as human embryonic and neural stem cells^41,42^ and are known to regulate cell division, neurogenesis, cell development, and the response to certain extracellular signals^40,43–45^. As differential stages of cilia development and altered ciliogenesis in AGES could provide an explanation for their differential response to wound gaps, we quantified the number of ciliated cells and the cilia length in cultured neonatal and adult astrocytes as well as in AGES by performing immunostaining for the cilia marker ARL13B. The number of ciliated cells was significantly lower in AGES than those in adult astrocytes, whilst the cilia length of AGES was significantly shorter than in neonatal astrocytes (Fig. 4b, c), validating the observed RNA-seq differences. Whilst the presence of primary cilia has not yet been described in stem cell-derived astrocytes, our results indicate that cilia properties in AGES compared to neonatal and adult primary astrocytes are different, thus potentially accounting for the observed functional differences.

**Fig. 4:**
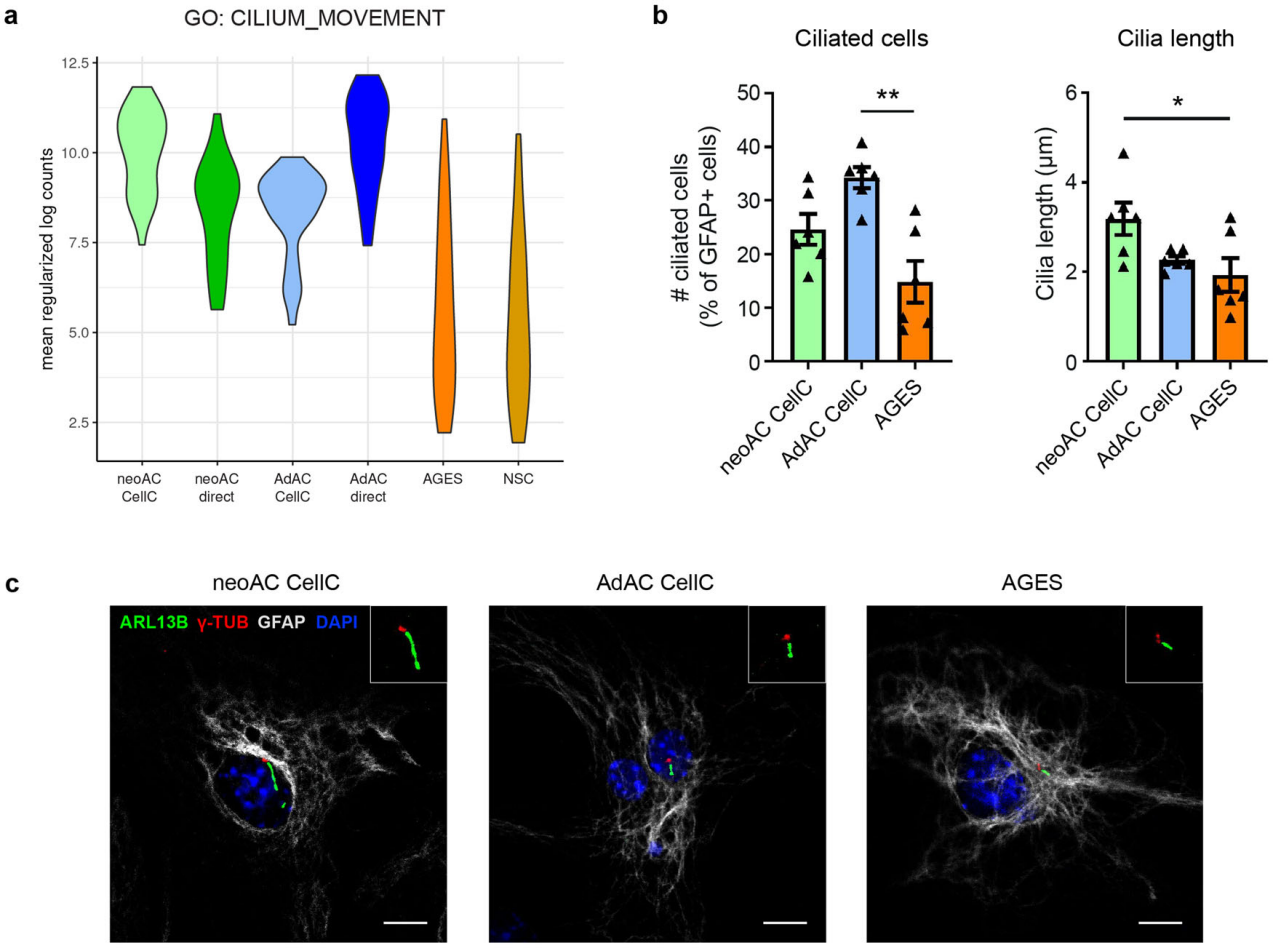
Primary cilia morphology and appearance was affected by age and cell origin. **a** Comparison of the gene expression for 35 genes in the GO term cilium movement by displaying the mean regularized log counts. neoAC CellC vs. neoAC direct **P = 0.0025; AdAC CellC vs. AdAC direct ***P < 0.001; neoAC CellC vs. AdAC CellC **P =  0.0014; neoAC direct vs. AdAC direct ***P < 0.001; AGES vs. neoAC CellC ***P < 0.001; AGES vs. AdAC CellC ***P < 0.001; AGES vs. NSC non-significant. **b**, **c** Cultured neonatal (neoAC CellC) and adult (AdAC CellC) astrocytes and AGES were immunostained for the cilia marker ARL13B (green) and γ-TUBULIN (red) and counterstained with the astrocyte marker GFAP (white) and the cell nuclei marker DAPI (blue). The percentage of ciliated GFAP-positive cells compared to all GFAP-positive cells, as well as the cilia length in µm, was determined by Fiji analysis. Representative images are shown in (**c**). Scale bar = 10 µm. neoAC CellC (*n* = 6), AdAC CellC (*n* = 6), AGES (*n* = 6); Mean ± SEM, ANOVA with Tukey´s post hoc test; *P = 0.0264; **P = 0.0010.

## Conclusion

In summary, our in-depth molecular side-by-side analysis of directly isolated and cultured mouse primary astrocytes and AGES showed clear differences in astrocyte subsets and marker profiles, functional readouts, and transcriptomic signatures. Physiological in vivo functions driven by intercellular interactions are lost in cultured primary astrocytes resulting in distinct transcriptomic profiles. Although in vitro modeling of astrocytes is an inevitable tool which has been crucial for vital advances and discoveries, our data highlight the need to better mimic the CNS microenvironment in vitro when investigating trophic support provided by astrocytes. Mimicking a CNS microenvironment in culture might also assist in differentiating ESCs or iPSCs into mature astrocytes with closer similarity to primary astrocytes. Whilst AGES seem to mimic some functional characteristics of primary astrocytes, their unilateral astrocyte subset, distinct marker and transcriptomic profile, astrocyte (re)activity response, calcium activity, and cilia profile should be considered when choosing this model. Further, the inherent fact that a low number of oligodendrocytes is co-isolated by MACS should be taken into account when interpreting findings using this model system. In our own study, we cannot rule out that the low levels of contaminating oligodendrocytes affected our RNA-seq results, however, the findings aligned well with validation experiments targeting either astrocyte-specific functions or considering astrocyte morphology or marker expression, thus speaking in favor of their validity. 

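The oligodendrocyte genes Mbp, Mog, Mag and Cldn11 were examined in each group. Every directly isolated adult library had more of each of these genes than every directly isolated neonatal library. Mog had 614.7 ± 31.6 CPM in AdAC direct, 116.4 ± 45.1 CPM in AdAC CellC and 0.357 ± 0.145 CPM in neoAC direct. Mbp, on chromosome 18 from 82475146 to 82585637, had 4552 ± 302 CPM in AdAC direct and 10.5 ± 1.88 CPM in neoAC direct, a log2 fold change of −8.76 between neonatal and adult cells (standard error 0.42, edgeR adjusted p = 2.08e-14). In culture, Mbp in adult astrocytes was 3353 ± 1144 CPM, and the change of −0.44 against AdAC direct was within the replicate spread (standard error 0.30, edgeR adjusted p = 0.181). In a fit of only the compared groups with a replicate block it was −0.50 and passed the threshold (edgeR adjusted p = 0.0330, within a range of 0.0330 to 0.270 over the alternatives). Mog fell by 2.40 on the log2 scale in the same comparison (standard error 0.22, edgeR adjusted p = 1.22e-09).

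**Figure D3:**
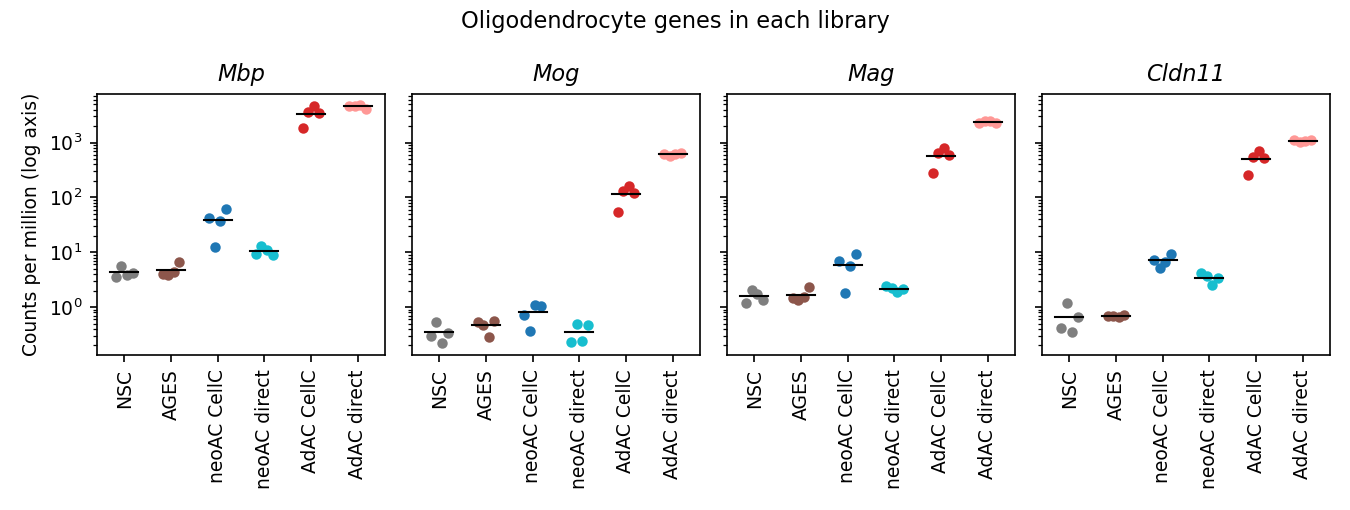
CPM (vertical axis, log scale) of the oligodendrocyte genes Mbp, Mog, Mag and Cldn11 in each library of the 6 groups (horizontal axis). Points are libraries and black lines the group means, and the 4 AdAC direct libraries lie above the 16 libraries that are not from adult astrocytes in each panel.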

Our investigation is also aimed at supplementing future analyses and comparisons of astrocyte differentiation and culturing protocols also in the context of regional astrocytic heterogeneity. Further, our study highlights the importance of making informed decisions about the biological question under investigation and to match it to a suitable astrocyte isolation and cultivation protocol.

## Methods

### Mice

For adult astrocyte cultures, C57BL/6 J mice at an age of 100–140 days were used, whilst neonatal cells were taken from p 4–8 C57BL/6 J pups. Female and male mice were mixed for all analyses. Mice were group housed under specific pathogen-free conditions on a 12 h light/dark cycle, and food and water were provided to the mice ad libitum. All animal experiments were performed in accordance with the national animal protection guidelines approved by the regional offices for health and social services in Berlin (LaGeSo, license numbers T 0276/07 and O298/17).

### Adult astrocyte isolation via MACS

Adult astrocytes were isolated using magnetic-activated cell sorting (MACS; Miltenyi Biotec) according to the manufacturer’s protocol. In brief, mice were anesthetized with Isoflurane, euthanized with CO_2_, the brain dissected and placed in cold Dulbecco’s phosphate-buffered saline (D-PBS) supplemented with 0.91 mM CaCl_2_, 0.49 mM MgCl_2_-6H_2_O, 0.55 mM glucose, and 0.033 mM sodium pyruvate (pH 7.2) (termed D-PBS). For direct astrocyte isolation, the olfactory bulb and cerebellum were removed and the brains of two mice were pooled for tissue dissociation. Tissue dissociation was performed in C-tubes (Miltenyi, 130-096-334) using the Adult Brain Dissociation Kit (Miltenyi, 130-107-677) on program 37C_ABDK_01 of the gentleMACS™ Octo Dissociator with Heaters (Miltenyi Biotec, 130-096-427) allowing for simultaneous enzymatic and mechanical tissue disruption. Red blood cells and debris were removed and astrocytes were magnetically labeled using ACSA-2 microbeads (Miltenyi Biotec, 130-097-678) according to the manufacturer’s protocol. The resulting cell suspension was filtered once through a 70 µm pre-separation filter, consecutively passed through two MS columns (Miltenyi Biotec, 130-042-201) placed on an OctoMACS™ manual separator and flushed into Eppendorf tubes in 0.5 % BSA in PBS, pH 7.2 or cell culture medium (see the section on astrocyte culture below). Cell pellets were collected, snap-frozen in liquid nitrogen, and stored at −80 °C until further use.

### Neonatal astrocyte isolation via MACS

Neonatal astrocytes were isolated by using MACS from p 4–8 C57BL/6 J mice. Cerebral tissue was isolated, meninges removed and brains of two mice pooled in a C-tube for tissue dissociation with the Neural Tissue Dissociation Kit (Miltenyi, 130-092-628) on program 37C_NTDK_1 of the gentleMACS™ Octo Dissociator with Heaters (Miltenyi Biotec, 130-096-427) allowing for simultaneous enzymatic and mechanical tissue disruption. Afterward, the cell suspension was washed with Hanks’ Balanced Salt solution without calcium and magnesium (HBSS, Thermo Fisher, 14170138) and astrocytes magnetically labeled with ACSA-2 microbeads (Miltenyi Biotec, 130-097-678), according to manufacturer’s protocol. The resulting cell suspension was filtered once through a 70 µm pre-separation filter, consecutively passed through two MS columns (Miltenyi Biotec, 130-042-201) placed on an OctoMACS™ manual separator and flushed into Eppendorf tubes in 0.5 % BSA in PBS, pH 7.2 or cell culture medium (see the section on astrocyte culture below). As the myelin content of the neonatal brain is low^46^, no myelin removal was performed. Cell pellets were collected, snap-frozen in liquid nitrogen, and stored at −80 °C until further use.

### Adult and neonatal astrocyte culture

Cell culture plates (24-well or 96-well as indicated; BD Biosciences) were prepared two days prior to astrocyte isolation. First, wells were coated with 20 µg/ml poly-l-lysine (PLL) (Sigma, 2636-25MG) in PBS overnight at 37 °C, 5% CO_2_. The next day, wells were washed twice with PBS and subsequently coated with 2 µg/ml laminin in PBS (Sigma, L2020) overnight at 37 °C, 5% CO_2_. For immunofluorescence, cells were plated onto 13 mm coverslips (VWR) coated with 0.5 mg/ml PLL and 10 µg/ml laminin. For calcium imaging, cells were plated onto glass bottom dishes (MatTek, P35G-1.5-14-C) coated with 0.5 mg/ml PLL and 10 µg/ml laminin. Astrocyte isolation was performed as described above under sterile conditions. ACSA-2 labeled cells were flushed from the MS column with pre-warmed AstroMACS medium (Miltenyi Biotec, 130-117-031) supplemented 50 U/ml penicillin/streptomycin (Sigma, P0781-20ML) and 0.25% l-glutamine (0.5 mM; Thermo Fisher, 25030-024). Neonatal and adult astrocytes were cultured using the same medium composition. Cells were plated at 100,000 cells/24-well or glass dish or 25,000 cells/96-well onto the middle of the well in a droplet of AstroMACS medium and incubated at 37 °C, 5% CO_2_ for 1–3 h before filling up the medium. The medium was changed every three days and grown for 7–10 days before use.

### Astrocyte differentiation from embryonic stem cells

Astrocytes were differentiated from embryonic stem cells derived from C57Bl/6 N mice (mESCs; GSC-5003, MTI-GlobalStem) using a previously published protocol^16^. mESCs were first differentiated into neural stem cells (NSCs) by plating mESCs as single cells on flasks coated with 0.1% gelatin (Sigma, G9391-100G) in N2B27 medium (50% DMEM/F12 medium (Thermo Fisher, 11320-033), 50% Neurobasal medium (Thermo Fisher, 21103-049) supplemented with 1% N2 supplement (Thermo Fisher, 17502-048), 2% B27 supplement (Thermo Fisher, 17504-044), 2 mM Glutamax (Thermo Fisher, 35050-038), 55 µM 2-mercaptoethanol (Thermo Fisher, 21985-023), 0.075% Insulin (Sigma, I0278-5ML), 50 mg/ml bovine serum albumin (BSA, Thermo Fisher, 15260-037), and 50 U/ml penicillin/streptomycin (Sigma, P0781-20ML). After differentiating mESCs to NSCs for 14 days, cells were detached with 0.05% trypsin and re-plated on 0.1% gelatin-coated flasks as single cells in N2B27 medium supplemented with 20 ng/ml FGF (Peprotech, 450-33) and 20 ng/ml EGF (Peprotech, AF-315-09). At this stage, the NSC culture consisted of an inhomogeneous culture with bipolar, triangular, and aggregating cells (Supplementary Fig. 3a). For selection and maintenance of bipolar NSCs, cells were split at a density of 80–90% by tapping flasks for removing cell aggregates. Cells were washed with PBS once and detached with 0.05% trypsin for 10–15 s. Here, the more trypsin-sensitive-bipolar NSCs went into suspension while triangular cells remained attached. After 10–15 s of trypsinization, trypsin was diluted with one part PBS and the cell suspension was filtered through a 70 µm cell strainer into a tube prefilled with two parts PBS. Cells were centrifuged at 900 × *g* for 3 min and resuspended in N2B27 medium supplemented with 20 ng/ml FGF and 20 ng/ml EGF. For all experiments described here, NSCs with a passage number from 50–60 were used to assure full purity.

For differentiating NSCs into astrocytes generated from ESCs (AGES), plates or dishes were coated with 10 µg/ml Poly-l-Ornithine (PLO, Sigma, P4957) in PBS for at least 2 h, wells were washed twice with PBS and subsequently coated with 2 µg/ml laminin (Sigma, L2020) in PBS overnight at 37 °C, 5% CO_2_. NSCs were detached as described for cell maintenance and seeded at a density of 100,000 cells into precoated 24 wells in N2B27 medium supplemented with 20 ng/ml BMP4 (Peprotech, 315-27). After 3 days of differentiation in BMP4-supplemented N2B27 medium, AGES were used for described experiments. The medium was changed on day 1 of differentiation and every 3 days afterward.

### Microglia-conditioned medium

Microglia were isolated from p 1–4 C57BL/6 J mice and prepared as described previously^47^. In brief, brains were dissected, meninges removed, and brains mechanically and enzymatically homogenized with 0.005% trypsin/EDTA. Microglia were cultured in DMEM medium (Invitrogen, 41966-029) supplemented with 10% FBS (PAN-Biotech, P40-37500) and 1% penicillin/streptomycin (Sigma, P0781-20ML) at 37 °C with 5% CO_2_. After 7 days, microglia proliferation was induced by adding 5 ng/ml GM-CSF (Miltenyi Biotec, 130‐095‐746) to the medium. Microglia were harvested after 10–13 days in culture by manually shaking flasks for 6 min. After a settling time of 24 h, microglia were cultured in the respective astrocyte medium and either treated with LPS (1 μg/ml, Sigma, L4391-1MG) for 24 h or remained non-treated. The microglia-conditioned medium was centrifuged and the supernatant was added to the astrocyte cultures for 24 h.

### Immunocytochemistry and confocal microscopy

Cells were fixed for 20 min at room temperature (RT) in freshly prepared 4% paraformaldehyde (PFA) in PBS buffer, pH 7.4. For O4 and GFAP staining, membranes were permeabilized with 0.1% Triton-X100 in PBS for 20 min at RT, and samples were blocked with freshly prepared 3% bovine serum albumin (BSA, Merck) in PBS for 1 h at RT. For staining cilia, cells were stained as previously described^48^ by incubating them with 0.1% Triton-X100 and 10% horse serum in PBS for 1 h at RT after fixation. GFAP (Abcam, ab4674, 1:1000), O4 (Miltenyi Biotec, 130-115-810, 1:100), ARL13B (Proteintech, 17711-1-AP, 1:1000), and gamma-Tubulin (Sigma, T6557, 1:800) primary antibodies were diluted in the blocking solution and incubated overnight at 4 °C. Following washing with 0.1% Triton-X100 in PBS for 60 min, Alexa Fluor® 488 Goat Anti-Mouse (Thermo Fisher, A11001), Alexa Fluor® 647 Goat Anti-Rabbit (Thermo Fisher, A21244), Alexa Fluor® 568 Donkey Anti-Mouse (Thermo Fisher, A10037), Alexa Fluor® 488 Goat Anti-Chicken (Thermo Fisher, A11039), and Cy™5 Donkey Anti-Chicken (Jackson ImmunoResearch, 703-175-155), secondary antibodies were diluted 1:500 in PBS and incubated at RT for 1 h. Nuclei were stained with 5 µg/ml 4′,6-diamidino-2-phenylindole (DAPI; Roche, 1023627600) in PBS for 1 min, and coverslips were mounted onto SuperFrost® Plus slides (R. Langenbrink) with fluorescent Aqua-Poly/Mount mounting medium (Polysciences, 18606-20). The cells were imaged using a Leica TCS SP5 confocal laser scanning microscope and an HC PL APO lambda blue 63× oil UV objective or HC PL APO 40.0x, 1.30 or HC PLO APO Ibd.BL 20.0x, 0.70 oil objective controlled by the LAS AF scan software (Leica Microsystem, Germany). Three-dimensional image stacks (1 µm step size) were taken and are shown as maximum projections.

### Image analysis

Analysis of immunostained neonatal astrocytes, adult astrocytes, and AGES was conducted using Fiji (https://fiji.sc). To determine the percentage of GFAP-positive astrocytes, the total number of DAPI stained nuclei was quantified first: maximum intensity projections of Z-stacks of the DAPI channel were thresholded, and the resulting mask further processed using Binary > Fill Holes and Watershed. Cells were then counted using Analyze > Analyze Particles. An unspecific DAPI signal was excluded by setting a minimum particle size. The number of GFAP-negative cells was counted manually and then subtracted from the total number of cells to define the number of GFAP-positive cells. O4-positive cells were manually counted and normalized to the number of DAPI-positive cells to receive the percentage of O4-positive cells.

Based on the maximum intensity projections of merged GFAP, ARL13B, and DAPI channels, cells positive for GFAP and ARL13B were counted manually. The resulting count was then divided by the previously defined number of GFAP-positive cells to determine the percentage of ciliated astrocytes. The mean primary cilia length was determined by tracing ARL13B-positive cilia using the freehand line tool and calculating the length using Analyze > Measure.

### FACS analysis of purity

For fluorescence-activated cell sorting (FACS) of cultured cells, cells were detached in PBS using a cell scraper. For FACS analysis directly after cell isolation, cells were collected after flushing from MS columns. Cells were pelleted by centrifugation at 300 × *g*, 10 min, 4 °C and stained with the APC-labeled ACSA-2 antibody (1:10, Miltenyi Biotec, 130-102-315) or the FITC-labeled CD11b antibody (1:200, Biolegend, 101206) in 0.5% BSA in PBS, pH 7.2 for 10 min at 4 °C. Cells were washed in 0.5% BSA in PBS, pH 7.2 and collected by centrifugation followed by FACS analysis. Flow cytometry was performed using a FACSCanto II (BD Biosciences) and analyzed with FlowJo 7.6.5 software. Doublets were excluded by gating before analysing ACSA-2 levels.

### Western blot

Cell pellets were lysed in RIPA (50 mM Tris-HCl (pH 8), 150 mM NaCl, 1% NP40, 0.5% sodium deoxycholate, 1% SDS, 2 mM EDTA) and protein samples buffer (0.12 M Tris-HCl (pH 6.8), 4% SDS, 20% glycerol, 5% β-mercaptoethanol, bromo phenol blue). Proteins were separated by Tris-Tricine polyacrylamide gel electrophoresis (PAGE) and transferred by wet blotting onto a nitrocellulose membrane. The following primary antibodies were added after blocking with 5% skim milk in Tris-buffered saline with 0.5% Tween20: GFAP (Abcam, ab4674, 1:60000, 30 min at RT), GLT-1 (Cell Signaling, 3838 S, 1:1000, overnight at 4 °C), S100B (Abcam, ab41548, 1:500, overnight at 4 °C), GAPDH (EMD Millipore, MAB374, 1:500, overnight at 4 °C). After secondary antibody incubation, the SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Fisher, 34096) was used for signal detection. The respective intensity of each band was quantified by ImageJ and normalized to the GAPDH intensity. The uncropped western blots are shown in Supplementary Fig. 6.

### RNA isolation and quality control

Total RNA from frozen cell pellets or astrocyte cultures was isolated using the NucleoSpin miRNA kit (Macherey Nagel, 740971-250). RNA fractions containing small and large RNA were isolated and combined according to the manufacturer’s instructions. For quantitative real-time PCR experiments, the rDNase treatment was omitted whilst, for sequencing experiments, rDNase treatment was included. RNA was eluted using pre-warmed RNase-free H_2_O, snap-frozen in liquid nitrogen, and stored at −80 °C until further use. RNA concentration was measured on a NanoQuant Plate™ using an Infinite® 200 Pro plate reader and the i-control™ Microplate Reader Software (Tecan Life Sciences). For sequencing samples, RNA quality was further analysed by determining the RIN using the RNA ScreenTape (Agilent, 5067-5576) measured on the 4200 TapeStation system (Agilent). Samples with a RIN over 7 and a concentration of at least 100 ng total RNA were used.

### Quantitative real-time PCR

cDNA was synthesized from ≤1 µg RNA using the QuantiTect Reverse Transcription Kit (Qiagen, 205311), snap-frozen, and stored at −80 °C until further use. Gene expression analyses were performed on 12 ng cDNA per reaction using the TaqMan Fast Advanced Master Mix (ABI, 4364103) in a 384-well plate on a QuantStudio™ 6 Flex Real-Time PCR System (Thermo Fisher, A28139). Each PCR cycle had the following conditions for denaturation, annealing, and lastly, extension: 95 °C for 20 s, 95 °C for 1 s, and 60 °C for 20 s. *Gapdh* was used as an internal control and the delta-delta Ct method was used for quantification. Three technical replicates per condition were performed. The following Taqman primers (Thermo Fisher) were used: *Aldh1l1* (Mm03048957_m1), *beta-III-tubulin* (*Tuj1*) (Mm00727586_s1), *C3* (Mm01232779_m1), *Gapdh* (Mm99999915_g1), *Gfap* (Mm01253033_m1), *Mbp* (Mm01266402_m1), *Mx1* (Mm00487796_m1), *Rbfox3* (Mm01248771_m1), *Serpina3n* (Mm00776439_m1), *Slc1a3* (Mm00600697_m1), and *S100b* (Mm00485897_m1).

### Quantitation of cell proliferation

Cell proliferation was measured based on the ability of living cells to incorporate EdU with the Click-iT™ EdU Microplate Assay (Invitrogen, 10214). The manufacturer’s protocol was followed. Briefly, cells cultured at a density of 50,000 cells per 96 wells were incubated with 10 µM EdU diluted in a respective medium for 72 h. Afterward, the medium was removed and collected for the LDH cytotoxicity assay (see below) and cells were fixed and click-labeled. EdU was detected by using an anti-Oregon Green HRP antibody provided in the kit and incubated with an Amplex UltraRed reaction mixture for detection. Fluorescence was measured on the Infinite® 200 Pro plate reader (Tecan Life Sciences) using an emission wavelength of 530 nm and an integration time of 40 µs. Each measurement was normalized to no EdU control wells to normalize for background fluorescence. Two technical replicates per condition were performed.

### Cytotoxicity

Cytotoxicity was assessed by measuring lactate dehydrogenase (LDH), an enzyme released upon cell lysis, using the CytoTox 96® Non-Radioactive Cytotoxicity Assay (Promega, G1780). As a positive control for 100% cytotoxicity, cells were lysed by adding 10% Triton-X to the medium and incubated for 30 min at 37 °C. For LDH detection, the manufacturer’s protocol was followed. In brief, the cell medium of astrocytes used for the cell proliferation assay (see above) was added to the CytoTox 96® Reagent for 30 min before measuring absorbance at 492 nm (600 nm reference value) on an Infinite® 200 Pro plate reader. All values were presented relative to lysed cell positive control. Two technical replicates per condition were performed.

### Wound sensing assay

A wound gap was created by scratching a straight line through the confluent monolayer of 100,000 cells/well in a 24-well plate using a sterile 200 µl pipette tip. To guarantee imaging of the same spot, a line was drawn on the outside of the well perpendicular to the scratch. The intersection was used as the area to take all photos. Photos were taken with a Carl Zeiss Axio observer Z1 inverted microscope at time point 0 h and every consecutive 24 h to monitor cellular migration. Quantification was performed using the ImageJ (NIH, Maryland, USA) ROI tool, and the area which was not covered by cells was measured and normalized to the non-treated control.

### Glucose uptake

Glucose uptake in AGES, neonatal and adult astrocytes plated on 96-well plates (50,000 cells per well) was measured with the Glucose Uptake-Glo™ Assay (Promega, J1341) according to the manufacturer’s protocol. In brief, the medium was removed and collected for the Lactate-Glo™ Assay (see below). Cells were washed once with PBS and 1 mM 2-deoxyglucose (2DG) in PBS was added for 10 min to induce glucose uptake. The reaction was stopped using Stop Buffer followed by the addition of a Neutralization Buffer and the 2DG6P Detection Reagent. After 2 h, luminescence was measured on the Infinite® 200 Pro plate reader (Tecan Life Sciences) using no attenuation, 1000 ms integration time, and 0 ms settle time. Each measurement was normalized to reference absorbance at 600 nm at 0 h to account for cell number differences. Wells not containing any cells but included in the measurement protocol were used as a background reference. A standard curve ranging from 2.5 to 20 µM was generated with the provided 2DG6P standard to determine the glucose uptake concentration per well. Two technical replicates per condition were performed.

### Lactate release

Lactate release was measured on cell medium collected from AGES, neonatal, and adult astrocytes using the Lactate-Glo™ Assay (Promega, J5021). An equal volume of Lactate Detection Reagent was added and the plate was shaken for 60 s. After 1 h, luminescence was measured on the Infinite® 200 Pro plate reader (Tecan Life Sciences) using no attenuation, 1000 ms integration time, and 0 ms settle time. Each measurement was normalized to reference absorbance at 600 nm to account for cell number differences and to cell-free medium as a background reference. A standard curve ranging from 3.125 to 200 µM was generated with the provided lactate standard and used to determine the lactate release concentration. Two technical replicates per condition were performed.

### Synaptosome uptake assay

For the analysis of synaptosome uptake by primary astrocytes and AGES, pH-sensitive labeled synaptosomes were used. Synaptosomes were isolated as previously described^49^. Unperfused brains of C57BL/6 J mice at 65–75 days were placed in half-frozen PBS and cortices removed. Cortices, including hippocampus were cut into small pieces and homogenized with a Teflon Homogenizer in homogenization buffer (10.9% sucrose, 20 mM HEPES, 0.029% EDTA, protease inhibitor, pH 7.4). Afterwards, the homogenized brain was centrifuged for 10 min at 3000 rpm at 4 °C. The synaptosomes in the supernatant were pelleted for another 15 min at 12,500 × *g* at 4 °C. The pellet containing the synaptosomes was homogenized in a homogenization buffer using the Teflon homogenizer. Afterward, synaptosomes were separated using a gradient of 0.8 M sucrose layered by 1.2 M sucrose and ultracentrifugation at 20,100 × *g* for 1 h 10 min at 4 °C. The synaptosome band formed between both sucrose layers was collected. Synaptosomes were pelleted by centrifugation at 12,500 × *g* for 15 min and resuspended in 0.1 M sodium bicarbonate to label them with a pH-sensitive fluorogenic dye (pHrodo^TM^ Red succinimidyl ester, Thermo Fisher, 10676983, 1:660 dilution) by rotation for 2 h at RT. After washing labeled synaptosomes three times, they were resuspended in PBS containing 5% DMSO. Synaptosomes from one brain were resuspended in 100 µl final volume and were diluted 1:12.5 in culture medium and added to the cells for 24 h before reading fluorescence with an Infinite® 200 Pro plate reader at 560 nm excitation wavelength/585 nm emission wavelength.

### Calcium imaging

Calcium imaging was performed on cells grown on glass bottom dishes (35 mm dish, 14 mm glass; MatTek, 35G-1.5-14-C) using the Fluo-4, AM calcium indicator (Thermo Fisher, F14201). For reconstitution, a 20% Pluronic® F-127 (Sigma, P2443) in DMSO solution was mixed 1:1 with 10 mM Fluo-4AM in DMSO to yield a 10% Pluronic® F-127/5 mM Fluo-4, AM working solution. On the day of imaging, cells were incubated with 5 µM Fluo-4, AM solution dissolved in sterile HEPES buffer (150 mM NaCl, 5.4 mM KCl, 1.3 mM CaCl_2_, 0.83 mM MgSO_4_ × 7 H_2_O, 10 mM HEPES, 5 mM D(+)-Glucose, pH 7.4) for 30 min at RT. Afterward, the Fluo-4, AM was removed and cells were kept in HEPES buffer at 37 °C, 5% CO_2_ until and during imaging. The dish was transferred to an Okolab Incubation Chamber. Imaging was conducted at the Advanced Medical Bioimaging Core Facility (AMBIO) at the Charité Universitätsmedizin Berlin using the Nikon Spinning Disc Confocal CSU-X setup with the Nikon Eclipse TI microscope. An ATP solution for inducing calcium release in astrocytes was prepared with a final concentration of 100 µM in HEPES buffer. Using the peristaltic perfusion system (Multi Channel Systems, PPS5), the cells were perfused with HEPES for 2 min, followed by a 30 s perfusion with 100 µM ATP and finally 1 min 30 s in HEPES with a flow rate of 2.5 ml/min. Imaging was started after perfusing cells for 1 min 50 s with HEPES. Intracellular Ca^2+^ changes were detected using the NIS Elements Imaging Software (Nikon, Version 5.10). Analysis was conducted using the ImageJ software with the Time Series Analyzer V3 plugin. The magnitude of Ca^2+^ concentration changes was detected via a temporal analysis of 10 single cells per n as a fluorescence intensity ratio F/F0. F0 was determined at a baseline 10 s window prior to ATP administration. For analysis, the average maximum fluorescence intensity, the time until cells responded to ATP treatment, and the peak width (time between maximum intensity and reaching basal levels) was determined.

### Library preparation and RNA sequencing

RNA sequencing libraries were prepared using the TruSeq™ Stranded mRNA Library Prep kit (20020594, Illumina) starting from 100 ng of total RNA (RIN ≥7) on an ep*Motion*® 5075 TMX workstation (Eppendorf). Library QC included size distribution check (BioAnalyser) and concentration determination with KAPA Library Quantification Kit (KK4857, Roche). Libraries were equimolar pooled and loaded on Illumina NovaSeq 6000 SP flowcell at 300 pM loading concentration with 1% of PhiX by-mix. Sequencing was performed in paired-end 2 × 100 nt sequencing mode with 8-nt index (i7) read.

### Data analysis

RNA-seq reads were mapped to the mouse genome (GRCm38/p5) with STAR (version 2.7.3a) using the following parameters: --outFilterType BySJout --outFilterMultimapNmax 20 --alignSJoverhangMin 8 --alignSJDBoverhangMin 1 --outFilterMismatchNmax 999 --outFilterMismatchNoverLmax 0.04 --alignIntronMin 20 --alignIntronMax 1000000 --alignMatesGapMax 1000000^50^. We obtained, on average, 87.7% uniquely mapped reads per sample. Reads were assigned to genes with *featureCounts* (-t exon -g gene_id, version 2.0.1) using Gencode GRCm38/vM12 gene annotation^51^. The differential expression analysis was carried out with DESeq2 (version 1.22.1) using default parameters (Supplementary Data 5). For the principal component analysis (PCA) (in Fig. 3b, c), we used rlog (DESeq2, version 1.22.1) transformed counts^52^. Gene ontology enrichment analysis was done with the CERNO algorithm from R tmod (0.46.2) package:^30^ for two-sided comparisons (e.g., AdAC CellC vs direct) genes were sorted by their adjusted (Benjamini–Hochberg) *p* values, and for PCA-based enrichment analysis genes were sorted by their PCA loadings. The enrichment analysis was done using GO gene set collection from MsigDB (r msigdbr 6.2.1). Subcategories BP, MF, and CC were combined for the analysis.

### Statistics and reproducibility

Data were generated as multiple exploratory analyses to generate hypotheses and biostatistical planning for future confirmatory studies. Data analysis, processing, descriptive, and formal statistical testing were done according to the current customary practice of data handling using Excel 2016, GraphPad PRISM 5.0, and ImageJ. Source data of all figures are provided in Supplementary Data 4. All data generated or analysed during this study are included in this article.

Values are presented as mean ± SEM (standard error of the mean), with each dot representing one biological replicate. Biological replicates are defined by the number of isolations for primary neonatal and adult astrocytes (two mice per isolation) and by the number of independent cultures from different passages for AGES and NSCs. Statistical difference between means was assessed either by the two‐tailed t‐test for two groups or ANOVA with the indicated post hoc test for more than two groups using the GraphPad Prism software. Outliers were not excluded and statistically significant values are indicated as *P ≤ 0.05, **P ≤ 0.01, and ***P ≤ 0.001.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Suppplementary Data 5

Reporting summary

## Data Availability

The primary datasets generated during the study are available in Supplementary Data 1–5 and Supplementary Fig. 6. The RNA-seq dataset generated during and/or analysed during the current study are available in the GEO repository, GSE189745^53^.

# Supplementary material for: Diverse but unique astrocytic phenotypes during embryonic stem cell differentiation, culturing and development
**Source:** Commun Biol. 2023 Jan 13;6:40. doi: 10.1038/s42003-023-04410-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Astrocyte gene list used in Supplementary Figure 4a

**File name:** Supplementary Data 2

**Description:** Source Data for Figure 3d,e

**File name:** Supplementary Data 3

**Description:** Source Data for Figure 3f

**File name:** Supplementary Data 4

**Description:** Source data for Figure 1, 2, 4

**File name:** Supplementary Data 5

**Description:** Source data for Figure 3f: Differential gene expression

How the deposited data were processed for this re-analysis (not part of the article)

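RNA-seq counts of 24 mouse libraries were analysed, 4 biological replicates in each of 6 groups: NSCs, AGES, cultured and directly isolated neonatal astrocytes, and cultured and directly isolated adult astrocytes. All 24 samples were assigned to their groups from their titles. Biological replicates were separate isolations or independent cultures, so replicates with the same number in different groups were treated as unpaired.

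The authors prepared stranded libraries from polyadenylated RNA, sequenced them in paired-end mode, aligned the reads to GRCm38 with STAR, keeping reads with multiple alignments, and counted them on the exons of each gene with featureCounts and Gencode vM12. The deposited values are these counts, whole numbers without normalization or filtering. Whether counting used the strand and counted pairs or reads is not stated, so the level of a gene that overlaps another on the opposite strand is uncertain, as is that of a gene with a near-identical copy. Among the genes ranked first by log2 fold change, exons of Hoxb3os, Hoxaas2, Dlx6os1, Gm42756, Hes5 and Cdc20b overlap another gene on the opposite strand. The files hold no reads, so alignment and counting were not repeated. Gene types and positions came from Gencode vM21, in which 49326 of the 49671 genes (99.3%), with 99.95% of the counts, were found by identifier.

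Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Library totals lay between 27904126 and 37997368 counts. At these totals, 3 counts correspond to 0.0907 to 0.0949 CPM in the group means before TMM scaling, and this floor covers counting error alone. TMM scaling raises the floor in AGES, NSCs and neoAC direct, so no lower bounds of a fold are given against these groups. Genes were kept by edgeR's filterByExpr (19691 genes), scaled by TMM and fitted with edgeR's quasi-likelihood model with robust estimation, in 1 fit of the 6 groups. Each of the 7 comparisons and the interaction of culture and age was tested two-sided as a contrast of that fit, with Benjamini-Hochberg adjustment over the genes and a threshold of 0.05. Standard errors are the size of the log2 fold change divided by the square root of the F statistic. CPM are TMM-scaled and given as mean ± SD.

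Gene sets were the terms of Fig. 3f and a few terms of the components, with gene lists from Supplementary Data 3, and gene families chosen by symbol, 21 sets in all. The lists hold genes that the authors called significant in at least 1 comparison, so they are nearly the whole term. The mean log2 fold change of each set was tested with limma's camera at a preset inter-gene correlation of 0.01, two-sided and adjusted over 168 tests. Genes of a set are counted as higher or lower when their edgeR adjusted p was under 0.05. The CERNO statistic and the AUC of the paper's methods were computed on genes sorted by edgeR p-value, which ignores direction, adjusted over the same number of tests, and along the components on genes sorted by loading, one-sided and adjusted over 168 tests. Set scores are mean rlog counts per library, compared with an exact two-sided permutation test of 4 libraries against 4, whose smallest p is 0.0286. PCA used blind rlog counts from DESeq2, centred and scaled to unit variance, with jackknife standard errors over the 24 libraries. Distances are Euclidean on unscaled rlog counts.

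The genes named are those the paper names for RNA or protein, the genes of marker lists for cell types and states, and in each comparison the first 2 genes higher and the first 2 lower, ranked by edgeR's log2 fold change, among genes with an adjusted p under 0.05, a mean of at least 10 CPM in the higher group and no overlap between the libraries. Where a group is at the floor, this ranking rests on the estimate of the fit, and other genes can have a higher lower bound of the fold. This rule, the groups, the tests, the alternatives and the marker lists were set before the data were examined, apart from lists of Hox genes and of X-linked copies of Y genes, which were chosen after their values were seen. Results on a few single genes are not reported here.

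The alternatives were DESeq2's size factors and scaling by library size only in place of TMM, no filter and a filter of at least 10 counts in every library, the DESeq2 Wald test, an absolute log2 fold change over 1 as a further criterion, a fit of only the compared groups with and without a block for the replicate number, an inter-gene correlation estimated from the data, components without scaling to unit variance, on log2 CPM with a prior count of 2 or on the 500 genes with the highest variance, distances on log2 CPM or scaled rlog counts, and leaving out each replicate in turn. The tests were tried on simulated data with 200 changed genes among 18628. The edgeR test recovered 199 of them with 5 false calls, and the DESeq2 Wald test recovered 199 with 25 false calls. Among 100 unchanged gene sets, camera gave 1 and CERNO gave 2 with an unadjusted p under 0.05. The simulated genes varied independently of each other with a common dispersion, and few of them changed. The trial therefore does not show how the tests behave where genes of a set are correlated or where most genes change.

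The gene lists for glial migration, calcium signaling and synapse pruning, the published data of other stem cell-derived astrocytes, and the qPCR, staining and functional experiments were not used here.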

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

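In this part, the tests on library size, on the sex of the pooled mice, on mislabelling, on RNA from oligodendrocytes, on epithelial cells, on the dissociation response and on the ratio of formation genes to Foxj1 were chosen only after the result was seen.

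In 16 of 341 groups of 4 libraries, 1 library lay far from the other 3 by Dixon's test. Chance gives this in about 5 percent of groups, so 16 is about what chance gives. On the components, NSC replicate 3 had a PC2 score of 25.75 where the others had 16.76 to 17.44, and neoAC CellC replicate 1 had a PC4 score of −34.65 where the others had −40.28 to −39.84. AGES replicate 3 had a cilium movement score of 5.551 (others 5.805 to 5.840). Among the summed CPM of marker lists, the oligodendrocyte list had 23.1 in NSC replicate 2 (others 15.09 to 16.38), the ependymal list 497.8 in AdAC direct replicate 1 (others 433.0 to 443.5), the fibroblast list 609.5 in AdAC CellC replicate 2 (others 877.7 to 929.6) and the list of sex-linked genes 620.2 in AdAC CellC replicate 4 (others 367.1 to 408.5). Among single genes, the CPM were 54.13 for Cldn4 in AdAC CellC replicate 3 (others 18.73 to 24.56), 7.411 for Fmod in AdAC direct replicate 2 (others 6.384 to 6.475), 2.41 for Gprc5a in neoAC CellC replicate 3 (others 4.491 to 4.688), 3.702 for Hes5 in NSC replicate 2 (others 1.114 to 1.401), 0.3901 for Hoxaas2 in AdAC direct replicate 1 (others 0.0926 to 0.141), 1.729 for Ivl in neoAC CellC replicate 2 (others 0.0312 to 0.249), 4103.2 for Mbp in AdAC direct replicate 4 (others 4652.4 to 4759.3) and 567.6 for Mog in AdAC direct replicate 2 (others 627.1 to 635.6). For the list of sex-linked genes, the Xist and Y values of each cultured library are given below. No explanation was tested for the other libraries.

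Each comparison of 2 groups was set against the other splits of its 8 libraries that part all same-numbered pairs. There are 8 such splits, the real one included, so the share cannot fall under 0.05, and splits that leave same-numbered libraries together were not compared. In fits of the 8 libraries, the real split gave 15249 differentially expressed genes for adult culture, 11758 for neonatal culture, 11497 for AGES against NSCs, 14226 and 13453 for AGES against AdAC CellC and neoAC CellC, 12436 between the ages in culture and 13195 between the ages in direct isolates. Only 1 of 8 splits, the real one, gave as many genes in each of the 7 comparisons. The other 7 splits gave 0 genes at an adjusted p under 0.05 and, in the order above, 12 to 289, 25 to 776, 9 to 988, 6 to 279, 14 to 482, 41 to 1173 and 8 to 336 genes at an unadjusted p under 0.05. For the mean log2 fold change of the cilium movement genes, 1 of 8 splits was also as large in each comparison, although for AGES against NSCs another split reached 0.506, the same as the real split to 3 digits.

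The effect of culturing differed between neonatal and adult astrocytes for 13502 genes. For gene sets, the difference of the 2 culture effects was 4.118 for cilium movement (camera adjusted p = 1.78e-32), 3.861 for axoneme assembly (camera adjusted p = 6.19e-35), 2.372 for microtubule bundle formation (camera adjusted p = 9.08e-17), −1.676 for the cytosolic large ribosomal subunit (camera adjusted p = 2.50e-22) and −1.68 for DNA replication initiation (camera adjusted p = 2.86e-06). With the inter-gene correlation estimated from the data, the last 2 did not pass (camera adjusted p = 0.1186 and 0.2605, the highest values over their alternatives). The cilium movement score was lower in 4 of 4 cultured than in all directly isolated adult libraries and higher in 4 of 4 cultured than in all directly isolated neonatal libraries. Age labels were exchanged between same-numbered libraries within each culture state. Of 100 such splits, 1 of 100, the real one, gave as many genes (13670 in a fit of these 4 groups, where the others gave 0 to 9446, and 21 to 10604 at an unadjusted p under 0.05), and 1 of 100 gave as large a mean change of the cilium movement genes (4.12, where the others reached 3.17). Random age labels are therefore an unlikely source of either value. Exchanging labels also removes the difference between the ages themselves, so the test does not bear on the interaction alone. The split that exchanges all directly isolated libraries turns this comparison into the effect of age, and it was not among those drawn. The paper describes the libraries as pooled for sequencing and names no batches of preparation. The labels give none either, so batches could not be weighed.

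Several technical explanations of the differences in cilium movement genes were weighed. Total counts differed in 0 of 6 comparisons in which these genes changed (exact permutation test, two-sided, smallest p 0.457, with 4 libraries against 4). Of 10000 random lists matched on exon length and mean expression, none had as large a mean change in these 6 comparisons (share 0.0001, the smallest the number of lists can give). The matched lists themselves had a mean of −1.43 for AGES against AdAC CellC and −1.44 against neoAC CellC, so part of the change in AGES is shared with genes of like length and level. Multiciliated, ependymal cells in the isolates are a candidate explanation that remains. In 6 of 6 comparisons the multiciliated programme genes and ependymal genes outside the axoneme moved with the cilium movement genes, and the primary cilium genes Arl13b, Ift88, Ift20 and Bbs4 moved less. In neonatal culture, the changes were 3.14 for the multiciliated, 2.21 for the ependymal and 0.96 for the primary cilium genes, and in adult culture −1.12, −3.38 and −0.61. The multiciliated programme genes, among them Foxj1 and Mcidas, summed to 1544.3 CPM in neoAC CellC, 175.7 in neoAC direct, 222.2 in AdAC CellC, 481.6 in AdAC direct, 63.6 in AGES and 19.7 in NSCs. The ependymal genes Rarres2, Tmem212 and Mia summed to 453.7 CPM in AdAC direct, 141.8 in neoAC CellC, 43.7 in AdAC CellC, 30.6 in neoAC direct and 4.44 in AGES. The difference in cilium movement genes cannot be told apart from a difference in the share of multiciliated cells, and these data do not separate such cells from astrocytes that express the same genes.

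A further hypothesis is that multiciliated cells may form in neonatal cultures. The summed CPM of Mcidas, Gmnc, Ccno, Cdc20b and Deup1, which act while such cells form, was 0.211 ± 0.0206 times that of Foxj1 in neoAC CellC and 0.0382 ± 0.00636 times in AdAC direct (exact two-sided permutation test, p = 0.0286, the smallest possible, higher in 4 of 4 libraries). The ratio was 0.354 ± 0.093 in neoAC direct, so it was already high before culture, and 0.0322 ± 0.00106 in AdAC CellC. The test does not separate cells formed in culture from cells that were forming when isolated.

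Genes of other cell types appear in groups where the paper does not report them. Epithelial or mesothelial genes summed to 149.2 ± 78.1 CPM in AdAC CellC and to between 0.146 and 2.23 CPM in the other groups, and 7 of 7 genes were higher in every AdAC CellC library than in every other library. These 7 genes may come from epithelial or mesothelial cells in the cultures, a hypothesis that the test does not separate from expression of these genes by cultured astrocytes. Fibroblast or meningeal genes (Col1a1, Dcn and Lum) summed to 825.9 CPM in AdAC CellC, 220.5 in neoAC CellC, 74.3 in neoAC direct and 45.8 in AdAC direct. Microglial genes summed to 20.08 ± 16.5 CPM in neoAC direct, 16.45 ± 2.75 in AdAC direct, 10.47 ± 2.84 in AdAC CellC and 4.74 ± 1.24 in neoAC CellC, and endothelial genes to 95.4 ± 69.2, 54.9 ± 2.10, 27.2 ± 3.49 and 2.17 ± 0.620 CPM in the same order. Sources of the fibroblast, microglial and endothelial signals were not tested. The paper describes oligodendrocytes that are isolated together with astrocytes. RNA from oligodendrocytes is a possible explanation of the myelin genes in AdAC direct. There, Mbp, Mog, Mag and Cldn11 were each higher in every library than in every neoAC direct library. The test does not separate such RNA from expression by astrocytes. The paper found its highest Mbp by RT-qPCR in these isolates and reads this as a low contamination with oligodendrocytes. Comparisons with AdAC direct were not corrected for such RNA.

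Immediate early genes (Fos, Fosb, Jun, Junb, Egr1, Ier2, Atf3, Dusp1 and Nr4a1) summed to 11218.5 ± 1738 CPM in neoAC direct, 1579 ± 331 in AdAC direct and 558 and 708 CPM in the neonatal and adult cultures. A response to tissue dissociation may explain them. All 9 were higher in every directly isolated than in every cultured neonatal library, and 6 of 9 were higher at both ages, while Junb, Ier2 and Atf3 were lower in direct isolates of adult astrocytes. This result leaves the explanation open. For the 6 genes higher at both ages, a culture effect cannot be told apart from a dissociation response, and that response does not explain the values of Junb, Ier2 and Atf3 in adult astrocytes. The paper names different dissociation kits for neonatal and adult tissue, so the direct isolates of both ages differ in protocol as well.

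Xist had 1460.5 CPM in AdAC direct and 1.13 CPM in neoAC direct, and the Y genes Kdm5d, Ddx3y, Uty and Eif2s3y summed to 0.0709 to 0.226 CPM in the AdAC direct libraries and to 166.6 to 244.4 CPM in the neoAC direct libraries. In 8 of 8 directly isolated libraries Xist and the Y genes followed the age group, which is consistent with female mice in the adult and male mice in the neonatal direct isolates. Exchanged labels between the 2 ages were ruled out, since Mog was higher in 4 of 4 adult direct libraries than in every neonatal one. Of the 698 X and Y genes tested between neoAC direct and AdAC direct, 72.78% were differentially expressed, against 71.48% of 18914 autosomal genes (Fisher's exact test, two-sided, p = 0.468), and X and Y genes were 3.61% of all differentially expressed genes. Sex and age cannot be separated in this comparison, because an effect of sex on autosomal genes would look like an effect of age. The same holds for the isolation protocol. The paper names a different dissociation kit for each age, with removal of debris and red blood cells for adult tissue. Among cultured libraries, Xist and the summed Y genes were 301.2 and 53.58, 0.917 and 125.1, 510.5 and 0.139, and 638.5 and 0.0831 CPM in neoAC CellC replicates 1 to 4, and 348.3 and 60.13, 288.4 and 78.7, 323.6 and 71.6, and 620 and 0.186 CPM in AdAC CellC replicates 1 to 4. Comparisons of cultured with directly isolated cells therefore differ in sex-linked expression as well.

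The Hox genes Hoxa2, Hoxa5, Hoxb3, Hoxb5 and Hoxc9, chosen after their values were seen, summed to 117.4 ± 7.25 CPM in AGES and 97.6 ± 10.5 CPM in NSCs, and to between 0.0571 and 0.0768 CPM in the primary groups. Hoxa2, Hoxa5 and Hoxb3 made up these sums in AGES and NSCs, where Hoxb5 and Hoxc9 had means of at most 0.0427 CPM. No explanation of this pattern was tested.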

How the results depend on the processing

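No test in this part was chosen after its result was seen. Of 412 values of named genes under the alternatives, 409 kept their direction and their side of the threshold. The same held for 414 of 470 gene set results, 39 of 56 results of gene sets along components, and 6 of 7 library scores. Of 64 counts of genes, 49 stayed within 1.5 times the main count. For each change below, the cause was not tested unless a value is given that shows it.

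Requiring an absolute log2 fold change over 1 gave 9588 genes for adult culture, 6429 for neonatal culture, 7476 for AGES against NSCs, 9188 for AGES against AdAC CellC, 8588 for AGES against neoAC CellC, 5872 for neoAC CellC against AdAC CellC, 7702 for neoAC direct against AdAC direct and 8871 for the interaction. With at least 10 counts in every library, 11977 genes were left to test in place of 19691, fewer than each main count named here, so the counts had to fall. They were 9816, 8554, 9374, 8766, 8068, 9181 and 8723 in the same order, leaving out AGES against NSCs, whose count stayed within 1.5 times.

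The same filter left 14 of 33 cilium movement genes, 36 of 62 microtubule bundle formation genes and 8 of 13 cerebellar granular layer development genes. It drops genes with few counts in any group, among them genes nearly lost in AGES. Smaller means under it therefore do not bear on the genes left out. For AGES against AdAC CellC, the mean log2 fold changes were then −1.06 for cilium movement, −1.15 for microtubule bundle formation and −1.31 for cerebellar granular layer development, none past the threshold. Microtubule bundle formation was −0.48 in adult culture and −0.61 between direct isolates, both no longer past it. The mean of cerebellar granular layer development between direct isolates became 0.10, that of positive regulation of astrocyte differentiation for AGES against neoAC CellC 5.29e-05, that of extracellular matrix assembly in the same comparison −0.12 and that of autophagy in adult culture −0.34, each with the other sign than before. Negative regulation of adherens junction organization for AGES against neoAC CellC was −1.88 and passed.

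With an inter-gene correlation estimated from the data, means stay as they are and only the p-values change, so the lost calls come from the wider null of the test. For AGES against AdAC CellC, cilium movement (−3.67), cell cycle DNA replication (−2.06), DNA replication initiation (−2.58), cerebellar granular layer development (−3.17) and microtubule bundle formation (−2.85) no longer passed. The same held against neoAC CellC for cell cycle DNA replication (−1.61) and DNA replication initiation (−2.10), and for AGES against NSCs for cell cycle DNA replication (−3.17). In adult culture it held for cilium movement (−2.18), microtubule bundle formation (−1.09), cell cycle DNA replication (1.58), DNA replication initiation (2.34), the proteasome (0.953), translation initiation factors (0.947) and chemokines (3.87), in neonatal culture for cilium movement (1.94) and the proteasome (0.402), and between direct isolates for cilium movement (−2.20) and microtubule bundle formation (−1.31). It also held for the cytosolic large ribosomal subunit for AGES against NSCs (−1.09), between the ages in culture (−0.83) and in direct isolates (0.847), the intraciliary transport particle between the ages in culture (0.767) and in adult culture (−0.607), axoneme assembly in adult culture (−2.19) and neonatal culture (1.68), DNA replication initiation in neonatal culture (0.66), the respiratory chain between direct isolates (0.379), and the interaction for DNA replication initiation (−1.68) and the cytosolic large ribosomal subunit (−1.676). The camera adjusted p of these results lay between 0.0516 and 0.530 under this setting.

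With scaling by library size only, autophagy in neonatal culture changed sign to 0.21 and extracellular matrix assembly for AGES against neoAC CellC to −0.22, while adherens junction organization in that comparison was −2.05 and passed. The median of all genes was 0.27 in neonatal culture and −0.37 for AGES against neoAC CellC under this scaling, against 0.04 and −0.07 with TMM. With DESeq2's size factors, autophagy in adult culture changed sign to −0.0103. With the DESeq2 Wald test it was −0.00831, and adherens junction organization for AGES against neoAC CellC was −1.81 and passed. Without a filter, autophagy was 0.41 for AGES against NSCs and −0.0782 in neonatal culture, both past the threshold, it was −0.0268 in adult culture, and cerebellar granular layer development for AGES against AdAC CellC was −3.06 and did not pass.

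In fits of only the compared groups, cerebellar granular layer development for AGES against AdAC CellC (−3.07) and the proteasome in neonatal culture (0.373) did not pass. With a block for the replicate number added, they were −3.08 and 0.379 and did not pass either. Residuals of same-numbered libraries had correlations between −0.0407 and 0.0497 in the 7 comparisons, and these libraries come from different isolations or cultures, so the block was not used in the main results. With the block, 15031 genes in adult culture and 11770 in neonatal culture were differentially expressed.

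Without scaling to unit variance, the first 4 components held 55.8%, 15.5%, 10.5% and 8.79% of the variance, and those of the marker genes 71.8% and 13.3%. With the 500 genes with the highest variance, the 4 components held 74.6%, 10.6%, 9.16% and 3.38%, and the AUC of the chemokines on the positive side of PC3 fell under 0.5, to 0.404. With at least 10 counts in every library, PC3 held 16.3%. On log2 CPM, the cilium movement score differed by 0.35 between AGES and NSCs (exact permutation p = 0.0571), and the ratio of distances to AdAC direct was 0.906. On scaled rlog counts, the ratios were 1.02 for AdAC CellC, 0.839 for AdAC direct, 0.886 for neoAC CellC and 0.916 for neoAC direct.

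With each replicate left out in turn, the mean of autophagy in neonatal culture ran from −0.0477 to 0.00496 and changed sign in 1 fit, and the cilium movement score of AGES against NSCs ran from 0.29 to 0.39, without passing in 4 fits that leave out an NSC library. Along the components, cell cycle DNA replication on the negative side of PC3 passed in 8 of these fits. Those that no longer passed were the chemokines on the positive side of PC3 in 8 fits, autophagy on the negative side of PC2 in 6, translation initiation factors on the positive side of PC2 in 4 and DNA replication initiation on the positive side of PC1 in 3. DNA replication initiation in neonatal culture (0.555) and Serpina3n for AGES against neoAC CellC (0.607) did not pass in 1 fit each. Under the settings that do not leave out a replicate, 30 results of secondary interest became weaker, 2 became stronger and 5 moved, some of them named above. Among single genes, the changed results were Serpina3n for AGES against neoAC CellC (from 0.80 to 1.36 over the same alternatives) and Mbp in adult culture (from −0.54 to −0.36). Depth limited genes under 0.0949 CPM, for which a lower bound of a fold or no fold is given. The log2 fold change of Foxj1 between neoAC CellC and AdAC CellC, 2.57, lay below its range of 2.65 to 2.68 over the alternatives that keep every replicate.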

Differences from the paper's values

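All tests in this part were set before the data were examined. Of 110 values compared, 46 log2 fold changes, 60 AUC and 4 shares of variance read by eye from Fig. 3b and c, 0 differed from the paper's by the criteria used. The largest difference in AUC was 0.0817.

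Some statements of the paper were not reached, or were reached in only some of the tests. Gene families chosen by symbol and single terms stand in here for the terms the paper tested along the components. A set that does not pass therefore does not refute a statement. The legend of Fig. 4a gives no significant difference in cilium movement genes between AGES and NSCs. It names ANOVA with Tukey's post hoc test at its end, after panels b and c, which was not used here. The library scores differed by 0.32 (exact two-sided permutation test, p = 0.0286), while the mean log2 fold change of 0.44 did not pass against other genes (camera adjusted p = 0.241). On log2 CPM, the score difference was 0.35 with an exact permutation p of 0.0571, the only setting run for this score that gives the legend's call apart from fits without a replicate.

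The paper states that autophagy genes rise from NSCs to AGES. The Atg genes had a mean log2 fold change of 0.33 (camera adjusted p = 0.198). Without a filter on low counts it was 0.41 and called (camera adjusted p = 0.0249, over a range of 0.0249 to 0.271), and no other alternative of this test called it. The library scores of these genes were 0.317 higher in AGES (exact two-sided permutation test, p = 0.0286, adjusted p 0.0326). On the negative side of PC2, along which AGES scored below NSCs, their AUC was 0.686 (CERNO adjusted p = 0.0451), which did not pass in 2 of 3 alternatives.

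The paper states that culturing lowers autophagy genes and raises translation initiation and proteasome genes. The Atg genes had a mean of 0.07 in adult culture (camera adjusted p = 0.383) and −0.02 in neonatal culture (camera adjusted p = 0.241). Without a filter the latter was −0.08 and called (camera adjusted p = 0.0105, over a range of 0.0105 to 0.449). Along PC2, which the paper names for this statement, the AUC of the Atg genes on the negative side was 0.686 and passed (CERNO adjusted p = 0.0451), but did not pass in 2 of 3 alternatives. The translation initiation factors rose in adult culture and did not pass in neonatal culture (mean 0.13, camera adjusted p = 0.908), where no alternative called them. The proteasome subunits rose and passed in both cultures, but in neither with an inter-gene correlation estimated from the data. In neonatal culture they did not pass in fits of only the compared groups either. On the positive side of PC2, the AUC was 0.767 for the proteasome subunits (CERNO adjusted p = 0.0001685) and 0.654 for the initiation factors (CERNO adjusted p = 0.0214). The paper also states that culturing raises chemotaxis genes. The chemokines rose in adult culture. In neonatal culture they did not pass with any replicate left out (means of 1.14 to 1.88, camera adjusted p between 0.259 and 0.481). Their library score was 0.673 higher in neonatal culture (exact two-sided permutation test, p = 0.0286, adjusted p 0.0326). On the positive side of PC2 their AUC was 0.799 (CERNO adjusted p = 0.000275). With at least 10 counts in every library, none of these PC2 results passed.

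The paper states that culturing lowers cell division genes (PC3) in astrocytes. Cell cycle DNA replication had an AUC of 0.797 on the negative side of PC3 without passing (CERNO adjusted p = 0.0702), and without scaling to unit variance it passed with 0.808. In the comparison of adult cultures with direct isolates, the same genes rose by 1.58, as the paper also states for adult astrocytes.

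The paper states that female and male mice were used together. Every AdAC direct library had Xist between 1320.2 and 1700.1 CPM and summed Y genes of at most 0.226 CPM, and every neoAC direct library had Xist of at most 1.40 CPM and summed Y genes of at least 166.6 CPM.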

Other observations

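In this part, both tests on the Y genes of NSCs and AGES were chosen only after the result was seen.

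Of the 4 Y genes, Uty and Eif2s3y were expressed in NSCs (17.2 and 31.1 CPM) and AGES (21.6 and 63.6 CPM), while Kdm5d and Ddx3y were at the floor in both. Reads shared with X-linked copies were ruled out as the source of Uty and Eif2s3y, since in the AdAC direct libraries, which lack the other Y genes, their highest value was 0.0846 CPM. A loss of 1 stretch of the Y chromosome that holds both Kdm5d and Ddx3y was ruled out too, since 2 of 2 expressed genes lie between them, Eif2s3y from 1010543 to 1028847 and Uty from 1096861 to 1245759. No other explanation was tested, and the cause is open.

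The other genes that the paper measured by qPCR or staining were not tested for an explanation. C3 had 1621 ± 795 CPM in AGES, 985 ± 240 in neoAC CellC, 333 ± 86.8 in AdAC CellC, 39.1 ± 3.68 in AdAC direct, 2.08 ± 1.08 in NSCs and 1.29 ± 0.106 in neoAC direct. Serpina3n had 529.7 ± 140.8 CPM in AdAC CellC, 353 ± 309 in AGES, 142 ± 7.86 in neoAC CellC, 87.7 ± 4.80 in neoAC direct and 20.2 ± 4.43 in AdAC direct. Mx1 stayed under 3 CPM in every group mean. Tubb3 had 144 ± 32.7 CPM in AdAC CellC and 40.1 ± 4.23 in AdAC direct, and Rbfox3 had 4.05 ± 0.80 CPM in neoAC CellC and less in the other groups. Arl13b had 15.4 ± 1.35 CPM in AGES, 25.3 ± 1.54 in AdAC CellC and 28.9 ± 1.73 in neoAC CellC, a log2 fold change of −0.72 and −0.91 in AGES (edgeR adjusted p = 2.35e-08 and 3.33e-10).

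The 10 genes with the most counts held 10.0% of the counts in AGES, 7.72% in neoAC direct, 6.36% in AdAC direct, 4.51% in NSCs, 4.17% in AdAC CellC and 4.11% in neoAC CellC.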
